# Nod1-dependent NF-kB activation initiates hematopoietic stem cell specification in response to small Rho GTPases

**DOI:** 10.1038/s41467-023-43349-1

**Published:** 2023-11-23

**Authors:** Xiaoyi Cheng, Radwa Barakat, Giulia Pavani, Masuma Khatun Usha, Rodolfo Calderon, Elizabeth Snella, Abigail Gorden, Yudi Zhang, Paul Gadue, Deborah L. French, Karin S. Dorman, Antonella Fidanza, Clyde A. Campbell, Raquel Espin-Palazon

**Keywords:** Haematopoietic stem cells, Stress signalling, Cell biology

## Abstract

Uncovering the mechanisms regulating hematopoietic specification not only would overcome current limitations related to hematopoietic stem and progenitor cell (HSPC) transplantation, but also advance cellular immunotherapies. However, generating functional human induced pluripotent stem cell (hiPSC)-derived HSPCs and their derivatives has been elusive, necessitating a better understanding of the developmental mechanisms that trigger HSPC specification. Here, we reveal that early activation of the Nod1-Ripk2-NF-kB inflammatory pathway in endothelial cells (ECs) primes them to switch fate towards definitive hemogenic endothelium, a pre-requisite to specify HSPCs. Our genetic and chemical embryonic models show that HSPCs fail to specify in the absence of Nod1 and its downstream kinase Ripk2 due to a failure on hemogenic endothelial (HE) programming, and that small Rho GTPases coordinate the activation of this pathway. Manipulation of NOD1 in a human system of definitive hematopoietic differentiation indicates functional conservation. This work establishes the RAC1-NOD1-RIPK2-NF-kB axis as a critical intrinsic inductor that primes ECs prior to HE fate switch and HSPC specification. Manipulation of this pathway could help derive a competent HE amenable to specify functional patient specific HSPCs and their derivatives for the treatment of blood disorders.

## Abstract (web summary)

The signals that enable endothelial cells to switch to hemogenic to generate hematopoietic stem cells are poorly understood. Here, the authors identify an intracellular sensor of pathogens as an inductive developmental cue that primes this switch.

## Introduction

In the context of injury and infection, Pattern Recognition Receptors (PRRs) sense Pathogen-Associated Molecular Patterns (PAMPs) to activate Nuclear Factor-kB (NF-kB) and trigger the expression of pro-inflammatory cytokines. These in turn will activate the immune system to eliminate the infection and preserve the integrity of the organism. However, in the last few years it has become clear that the vertebrate embryo, in the absence of injury or infection, also utilizes these pro-inflammatory cytokines as a developmental mechanism to specify hematopoietic stem and progenitor cells (HSPCs)^1–7^, a phenomenon referred to as developmental inflammation^8^. Although HSPCs and myeloid cells are an important source of pro-inflammatory cytokines in this context^1,3,7^, the initiating drivers of this “embryonic cytokine storm” are largely unknown. Identifying how and when developmental inflammation is initiated in the embryo is a critical need to achieve the elusive goal of generating functional HSPCs from human induced pluripotent stem cells (hiPSCs) for therapeutic use. Here, we demonstrate that in the aseptic embryo, endothelial cell (EC) activation of the PRR Nod1 through the small Rho GTPase Rac1 drives hemogenic endothelium fate, being therefore a critical and first step for the generation of HSPCs.

The genesis of HSPCs from hemogenic endothelium (HE) is conserved across vertebrate phyla^9^. During a brief window of embryonic development, HSPCs arise de novo from HE comprising the ventral floor of the dorsal aorta (vDA), a process termed the endothelial to hematopoietic transition (EHT). During EHT, endothelial cells undergo morphological and genetic changes that give rise to HSPCs^10–14^. However, the mechanisms that switch EC to HE fate are enigmatic. Current human differentiation protocols have been largely extrapolated from animal models, including zebrafish^15,16^, and several clinical trials have been derived from research findings in zebrafish^17,18^. In addition, zebrafish embryos develop externally, circumventing the artifactual inflammatory conditions triggered by surgical procedures needed in mammalian models, and providing an ideal model to investigate inflammatory signaling during embryogenesis.

PRRs are proteins classically known for their ability to recognize pathogen signatures, also known as pathogen associated molecular patterns (PAMPs), and trigger the expression and release of pro-inflammatory cytokines to activate the immune system to fight the insult. Among them, the NOD-Leucin Rich Repeats (LRR)-containing receptors (NLRs) are one major sub-family of PRRs. NLRs are highly conserved cytosolic PRRs that scrutinize the intracellular environment for the presence of infectious or harmful perturbations. Once sensed, NLRs oligomerize, forming macromolecular scaffolds to recruit effector signaling cascades that lead to inflammation^19,20^. Non-inflammasome forming NLRs, which include NOD1, NOD2, NLRP10, NLRX1, NLRC5, and CIITA, do not engage the inflammasome, but rather activate NF-kB, mitogen-activated protein kinases (MAPKs), and interferon regulatory factors (IRFs)^21^. Classically, NOD1 is activated by diaminopimelic acid (DAP)-type peptidoglycan, a type of bacterial peptidoglycan found almost exclusively in Gram-negative bacteria. Once activated, NOD1 oligomerizes and recruits RIPK2 leading to activated NF-kB and MAPK signaling that leads to classical inflammation^22,23^. In addition, it has been demonstrated recently that NOD1 and NOD2 regulate adult stem cell function^24,25^. Specifically, NOD1 can mobilize adult HSPCs in a murine model of bacteremia^24^. Whether or not non-inflammasome forming NLRs, and particularly NOD1, played a role during HSPC development was unknown. To address this need, we have taken advantage of the external embryonic development of the zebrafish and identified in vivo an inflammatory mechanism that serves as an inductive signal to generate a competent HE that will produce HSPCs de novo. Unexpectedly, we found that NF-kB, the central hub of pro-inflammatory signaling, was activated in ECs before switching to HE fate, a much earlier time than previously captured. We demonstrated that zebrafish and human ECs and hemogenic endothelial cells (HECs) expressed *NOD1* and its downstream effectors. By performing genetic and chemical manipulation of Nod1 and Ripk2, we found that this inflammatory mechanism was indeed crucial for pre-HE patterning prior to the expression of the hematopoietic transcription factors *runx1* and *cmyb*. Rescue experiments demonstrated that small Rho GTPases induced the Nod1-Ripk2-NF-kB mechanism in ECs before blood flow. Last, we showed that NOD1 activation was also required to drive HE-like patterning that subsequently generated human definitive hematopoietic progenitors, highlighting a clear conservation for this mechanism across phyla. In summary, we identified the molecular mechanism by which developmental inflammation is first initiated in the embryo to generate HSPCs, as well as assigned a previously unappreciated function for pro-inflammatory signaling and PRRs priming ECs to fate towards HE.

## Results

### ECs activate NF-kB prior EHT and express non-inflammasome-forming NLRs

HSPC development is a complex and highly dynamic process occurring only during a very precise time window of embryonic development involving the following developmental trajectory: (1) mesoderm formation; (2) endothelial differentiation/artery fate determination; (3) HE induction; (4) endothelial to hematopoietic (EHT) transition; and (5) HSPC release from the vDA through endothelial to mesenchymal transition (EndMT) (Fig. 1a)^26^. In the zebrafish, HECs can be first visualized at ~24 or ~32 hours post-fertilization (hpf) by whole mount in situ hybridization (WISH) for *runx1 and cmyb, respectively*^27,28^. Emergent HSPCs can then be monitored within the vDA by *Cd41:eGFP* transgenic embryos from 48 hpf^29^ (Fig. 1a). In previous studies, we utilized an NF-kB reporter zebrafish line, *Tg(NF-kB:eGFP)*^30^, in combination with the *kdrl:mCherry* transgene^12^ to monitor NF-kB activation in the DA after the establishment of the HE. We demonstrated that NF-kB was active in the DA during EHT (24 and 30 hpf)^7^. However, the temporal initiation of NF-kB signaling was unclear. To address this, we lived imaged the DA by confocal imaging before the establishment of the HE (16 hpf and 20 hpf) using *Tg(kdrl:mCherry; NF-kB:eGFP)* zebrafish embryos. As shown in Fig. 1b, NF-kB activation was observed modestly at 16 hpf, and increased over time (Fig. 1c), demonstrating that NF-kB signaling activated during HE induction before EHT. We reasoned that, because primitive myeloid cells were not present within the DA niche at these stages, an intrinsic inflammatory mechanism could drive NF-kB activation endogenously. Since non-inflammasome forming NLRs are one of the main NF-kB inductors during classical inflammation, we queried if they were expressed by ECs prior HE commitment. All non-inflammasome-forming NLRs transcripts, except for *nlrc5*, were expressed in fluorescence activated cell sorted (FACS) purified *kdrl*^*+*^ ECs from 22 hpf *kdrl:mCherry* zebrafish embryos as assessed by qPCR (Fig. 1d). Among them, *NOD1*, *CIITA*, and *NLRX1* were indeed expressed in human vascular HE cells at Carnegie Stage (CS) 12-14 by scRNA-seq from a previously published dataset^31^, although *NOD1* transcripts were the most abundant among all (Fig. 1e–g). Interestingly, *RIPK2*, the main downstream kinase effector of NOD1, and *NFKBIA*, a surrogate of NF-kB activation, were also highly expressed (Fig. 1e–g). We validated these findings with an additional scRNA-seq dataset from C14-15 human aorta-gonad-mesonephros (AGM) tissues^32^ (Fig. S1). These data suggested a potential role for non-inflammasome forming NLRs, and particularly for NOD1 and its downstream signaling pathway, during early vertebrate HE induction.

**Fig. 1:**
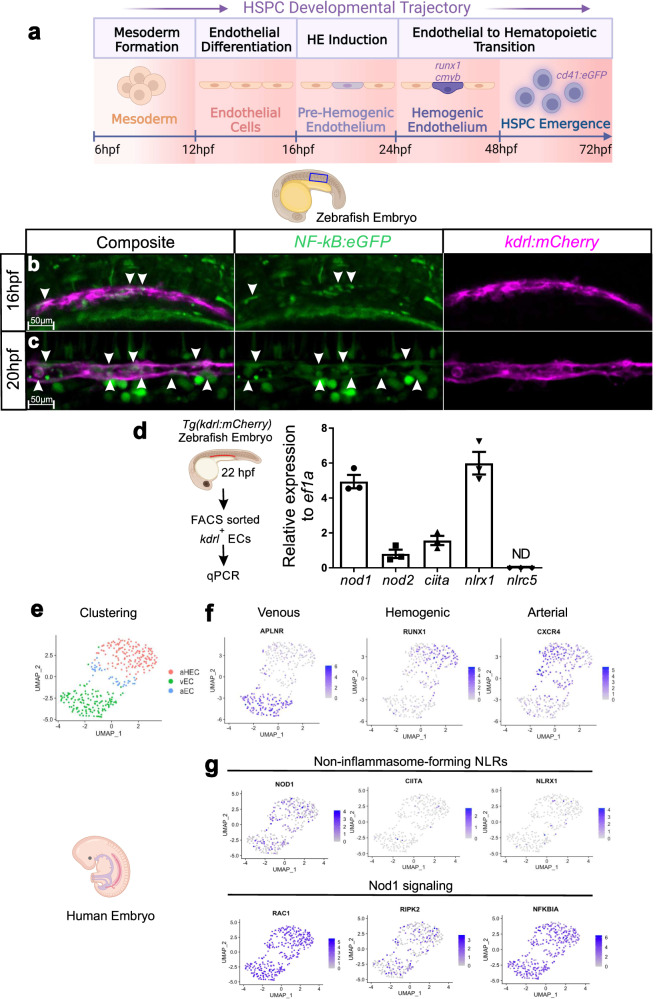
NF-kB activation and NLRs expression during HE patterning. **a** HSPC developmental trajectory in zebrafish embryos. Mesoderm is specified from 6 hpf, and endothelial cells from 12 hpf. Hemogenic endothelium (HE) can be visualized within the dorsal aorta by WISH for *runx1* and *cmyb* from 24-48 hpf, being *runx1* expressed prior to *cmyb*. From 48 hpf, emergent HSPCs can be traced within the dorsal aorta using the *cd41:eGFP* transgenic line. **b**, **c** Maximum projections from aorta-gonad-pronephros (AGP) of 16 hpf (**b**) and 20 hpf (**c**) *NF-kB:eGFP; kdrl:mCherry* double-transgenic embryos visualized by live confocal microscopy. Arrowheads denote *NF-kB*^*+*^ ECs. *n* = 3, 16hpf; *n* = 3, 20hpf. All views are lateral, with anterior to the left. Images are representative of two independent experiments. **d** *kdrl:mCherry*^*+*^ ECs were purified by FACS at 22hpf for gene expression analysis by qPCR (*n* = 3 from ~40 pooled embryos each). Levels of indicated transcripts along x-axis are shown relative to *ef1a* and multiplied by 10,000. **e**–**g** UMAP visualization of the expression of indicated genes from CS 12 human endothelial AGM regions. Each dot represents one cell. Gray denotes minimal expression, purple intermediate, and blue high. aHEC, Arterial Hemogenic Endothelial cell; vEC, Venous Endothelial cell; aEC, Arterial Endothelial cell. Illustrations created with BioRender.com. All quantifications are represented with mean ± SEM. Source data are provided as a Source Data file.

### Nod1 is essential during HSPC specification

Since *NOD1* was one of the most expressed NLRs by ECs and HE in zebrafish and human embryos respectively (Figs. 1d, g; S1), and it can regulate adult HSPC function^24^, as well as induce NF-kB during classical inflammation, we hypothesized that NOD1 might contribute to HSPC development by driving HE fate. To test this hypothesis in vivo, we performed loss-of function (lof) experiments for Nod1 and directly visualized emerging HSPCs from the vDA in *kdrl:mCherry; cmyb:eGFP*, and *kdrl:mCherry; Cd41:eGFP* double-transgenic embryos at 48hpf by confocal microscopy (Fig. 2a–g). The number of *kdrl*^*+*^*, cmyb*^*+*^ HSPCs was significantly reduced in a dose-dependent manner when embryos were incubated with the Nod1 specific inhibitor Nodinitib-1^33^ compared to control DMSO-treated embryos (Fig. 2b, c). In addition, lof experiments using two specific Nod1 antisense morpholinos (MOs) (Figs. 2d, e, S2a–e), and a *nod1*-directed gRNA (Figs. 2f, g, S2f) resulted in decreased *kdrl*^*+*^*, cd41*^*+*^ HSPC numbers compared to their respective controls. Moreover, the number of *runx1*^*+*^ HECs in the vDA was significantly reduced in *nod1*^*-/-*^ zebrafish mutants compared to *nod1*^*+/+*^ *siblings* as assessed by WISH at 28 hpf (Fig. 2h, i), validating our previous results. Importantly, 28 hpf *nod1*^*-/-*^ embryos had normal vascular integrity and arterial specification as assessed by WISH for *kdrl* and *efnb2a*, respectively (Fig. S2g). Overall, these results robustly show a critical and specific role for Nod1 signaling during HSPC development.

**Fig. 2:**
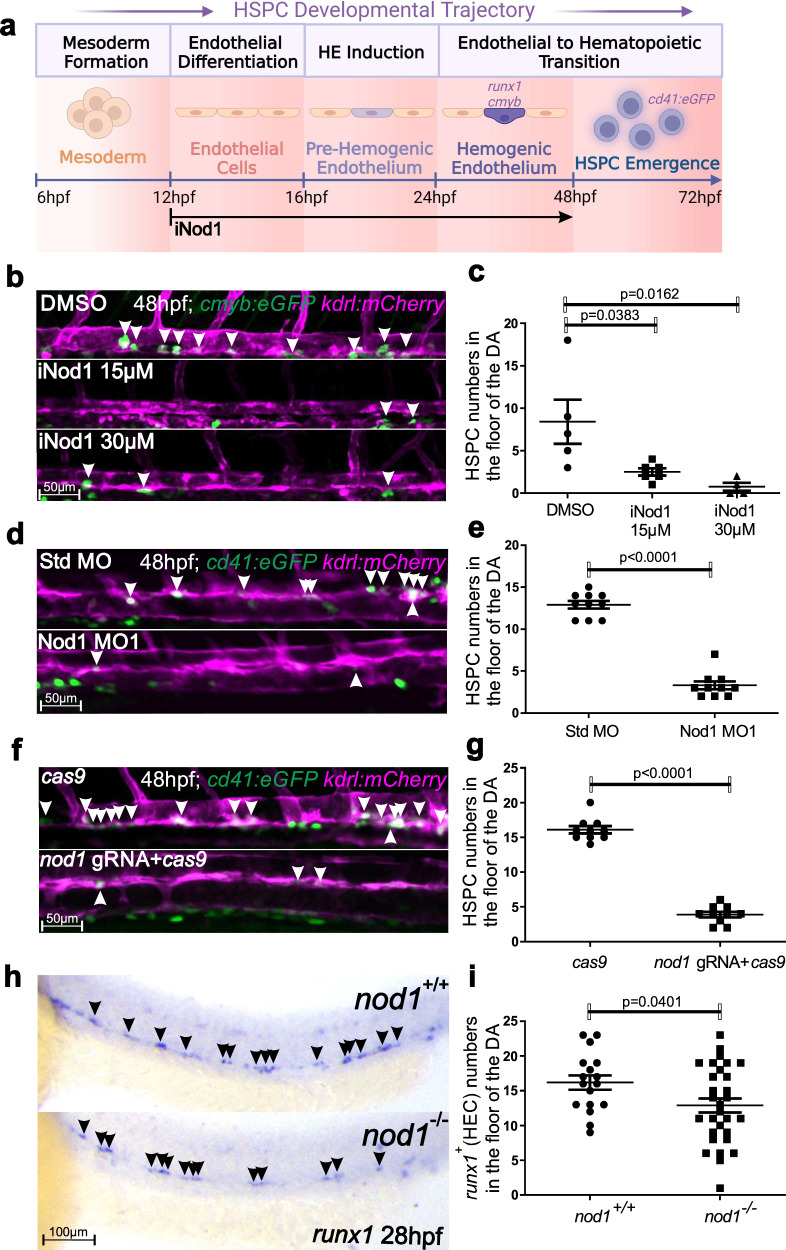
The non-inflammasome-forming NLR Nod1 is required for HSPC generation in vivo. **a** Schematic representation of the experimental design of (**b**, **c**). Nod1 was inhibited with Nodonitib-1 from 12-48 hpf, and emergent HSPCs quantified by confocal microscopy at 48 hpf. Illustration created with BioRender.com. **b** Live confocal maximum projections from DA of *cmyb:eGFP; kdrl:mCherry* transgenic embryos at 48 hpf treated with DMSO control, 15 µM, or 30 µM of Nodinitib-1 (Nod1 inhibitor) from 12hpf. Arrowheads denote *cmyb*^*+*^*, kdrl*^*+*^ HSPCs along the vDA. **c** Enumeration of *cmyb*^*+*^*; kdrl*^*+*^ HSPCs shown in (**b**). Each dot is the number of *cmyb*^*+*^*; kdrl*^*+*^ cells per embryo. *n* = 5, 6, 4 biological replicates from left to right. **d**, **f** Single z-plane live confocal images from DA of *cd41:eGFP; kdrl:mCherry* transgenic embryos at 48 hpf injected with Std MO control and Nod1 MO1 (**d**); or *cas9* mRNA control and cas9 mRNA plus *nod1* gRNA (**f**). Arrowheads denote *cd41*^*+*^*, kdrl*^*+*^ HSPCs along the vDA. **e**, **g** Quantification of *cd41*^*+*^*, kdrl*^*+*^ HSPCs from (**d**) and (**f**), respectively. Each dot represents the number of HSPCs per embryo. *n* = 10, Std MO; *n* = 10, Nod1 MO1 (**e**); *n* = 10, *cas9* control; *n* = 10, *nod1* gRNA+*cas9* (**g**). **h** *nod1*^*+/+*^ and *nod1*^*-/-*^ embryos were examined by WISH for *runx1* expression in DA at 28hpf. Arrowheads denote *runx1*^*+*^ HECs. All views are lateral, with anterior to the left. **i** Quantification of *runx1* HECs from (**h**). *n* = 17, *nod1*^*+/+*^*;* *n* = 30, *nod1*^*-/-*^. All quantifications are represented with mean ± SEM. Data were analyzed by ordinary one-way ANOVA with Tukey’s multiple comparisons test (**c**), or unpaired two-tailed T-test (**e**, **g**, **i**). Source data are provided as a Source Data file.

### Nod1 is an early hemogenic endothelial fate inductor

Since *nod1*^*-/-*^ embryos had normal vasculature and arterial development compared to their *nod1*^*+/+*^ counterparts (Fig. S2g), we hypothesized that Nod1 could be essential during HE induction, EHT, or both. In the zebrafish, ECs do not start expressing hematopoietic markers (*runx1* and *cmyb*) and therefore undergoing EHT until ~24 hpf^12^ (Fig. 3a). The number of *kdrl*^*+*^*; cd41*^*+*^ emergent HSPCs in embryos treated with the Nod1 inhibitor Nodinitib-1 (iNod1) from 24-48 hpf was similar to vehicle-treated animals (Fig. 3a–c). In contrast, HSPC numbers diminished 5-fold when Nod1 was inhibited during 16-24 hpf (Fig. 3a–c). These results indicate that Nod1 acts as an early inductor of the HE fate prior to EHT. To validate our conclusion, we injected one-cell stage embryos with the potent Nod1 agonist C12-iE-DAP^22,34^, and performed WISH for *runx1* at 30 hpf. As expected, hyperactivation of Nod1 with its ligand increased the number of early *runx1*^*+*^ HECs in the aortic floor (Fig. 3d, e). To confirm the phenotypic specificity of C12-iE-DAP treated embryos, and that the early HSPCs specified in its presence did not lose their identity, we performed WISH at 42 hpf for the late HE marker *cmyb*, and found a significant and dose-dependent increase upon Nod1 activation (Fig. 3f, g). Together, these results demonstrate that Nod1 drives HE fate during HSPC development.

**Fig. 3:**
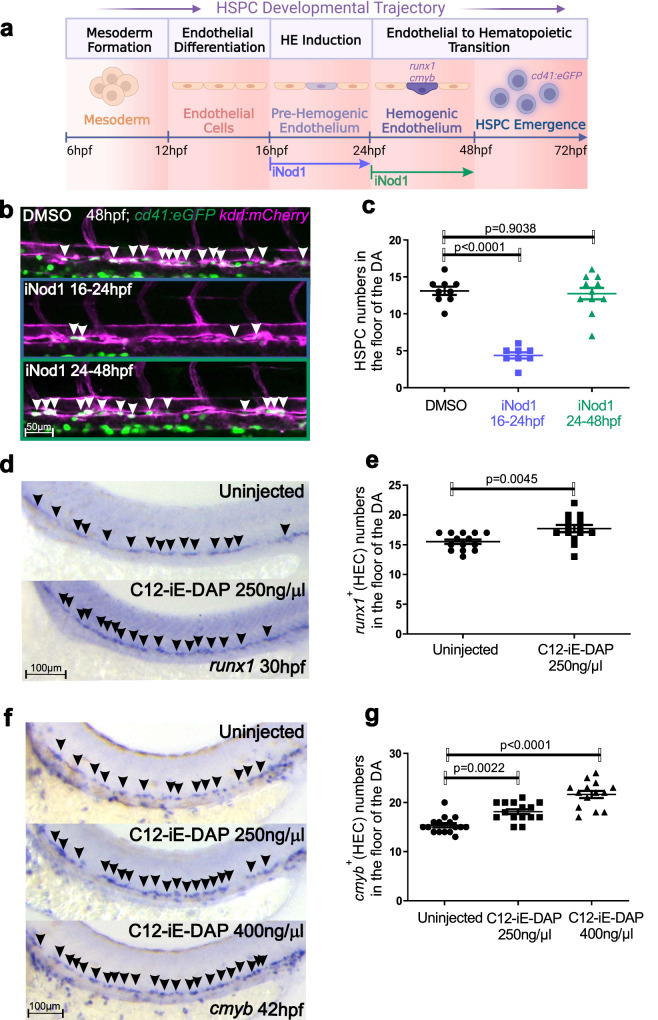
Nod1 programs the endothelium to become hemogenic. **a** Schematic representation of the experimental design of (**b**, **c**). Nod1 was inhibited with Nodonitib-1 (iNod1) from either 16-24 hpf (HE induction), or 24-48 hpf (EHT), and emergent HSPCs quantified by confocal microscopy at 48 hpf in *cd41:eGFP; kdrl:mCherry* double transgenic embryos. Illustration created with BioRender.com. **b** 16-24 hpf, or 24-48 hpf *cd41:eGFP; kdrl:mCherry* double-transgenic embryos were treated with 15 µM of the Nod1 inhibitor Nodinitib-1 (iNod1) and lived imaged by confocal microscopy at 48hpf. Arrowheads denote *cd41*^*+*^*, kdrl*^*+*^ HSPCs along the DA within the maximum projections. **c** Enumeration of *cd41*^*+*^*, kdrl*^*+*^ HSPCs shown in (**b**). Each dot represents total *cd41*^*+*^*; kdrl*^*+*^ cells per embryo. *n* = 9, 8, 11 biological replicates from left to right. **d**, **f** *Wildtype* (wt) embryos injected with the Nod1 agonist C12-iE-DAP at one-cell stage were subjected to WISH for the HEC markers *runx1* at 30 hpf (**d**), or *cmyb* at 42 hpf (**f**). **e**, **g** Quantification of *runx1*^*+*^ (**e**), or *cmyb*^*+*^ (**g**) HECs from (**d**) and (**f**), respectively. Each dot represents total HECs per embryo. Arrowheads denote HECs. *n* = 14 uninjected, *n* = 14 injected (**e**); *n* = 16, 15, 14 biological replicates from left to right. All views are lateral, with anterior to the left. All quantifications are represented with mean ± SEM. Data were analyzed by ordinary one-way ANOVA with Tukey’s multiple comparisons test (**c**, **g**), or unpaired two-tailed T-test (**e**). Source data are provided as a Source Data file.

### The effect of Nod1 on HSPC development is Ripk2-dependent

In classical inflammation, NOD1 resides in an autoinhibited monomeric state in the cytosol. Upon peptidoglycan sensing, NOD1 transitions to an open conformation, which allows self-oligomerization and recruitment of its main effector kinase receptor-interacting serine/threonine-protein kinase 2 (RIPK2) through homotypic CARD-CARD interactions^35^. Since the canonical adapter protein required for the activation of the NOD1 pathway is RIPK2 during classical inflammation, and *RIPK2* was highly expressed in human embryonic AGM tissues (Figs. 1e–g, S1), we queried if signaling through Nod1 similarly activated Ripk2 to specify HSPCs in the embryo. First, we quantified emergent HSPC numbers by confocal imaging of *Tg(kdrl:mCherry; cd41:eGFP)* embryos after Ripk2 depletion by a specific blocking morpholino, and found a significant decrease compared to control embryos (Fig. 4a, b). To confirm this result, we performed WISH for *runx1* (30 hpf) and *cmyb* (42 hpf) in *ripk2* zebrafish null mutants^36^. As expected, both HE markers were downregulated in *ripk2*^*-/-*^ embryos compared to wildtype (wt) controls (Fig. 4c, d). If Ripk2 activation was indeed downstream of Nod1 function during HSPC specification, then ectopic expression of the hyperactive *ripk2*^*104Asp*^ ^36^ by mRNA injection into Nod1-deficient zygotes should restore HE loss. Accordingly, enforced *ripk2*^*104Asp*^ expression restored *runx1*^*+*^ HEC numbers in Nod1 morphants to control levels, and *ripk2*^*104Asp*^ overexpression alone significantly increased HEC numbers (Fig. 4e, f). This indicated that Nod1 signaled through Ripk2 to stablish HE fate within the ECs. Endothelial and arterial specification were unaffected in *ripk2*^*-/-*^ embryos (Fig. S3a). Nod1 and Ripk2 both contain CARD domains, which are able to directly interact with caspases^37^. While there is no direct link between Nod1 signaling and apoptosis^38^, human NOD1 can activate Caspase-9 in a RIPK2-dependent manner^39^. To address if the loss of HSPCs in *ripk2*^*-/-*^ embryos was due to apoptotic ECs, we performed Terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) assay. Analysis of the aorta-gonad-pronephros (AGP) region, the fish analog of the mammalian AGM, by confocal microscopy in *ripk2*^*-/-*^ embryos at 18 hpf and 23 hpf showed no increased apoptosis (Fig. S3b–e). Finally, we examined T cell development using *rag2:eGFP* transgenic animals^40^ at 5 days post fertilization (dpf) in the absence of Nod1 or Ripk2, and found lack of T cells (Fig. 4g), supporting a role for Nod1-Ripk2 signaling in the specification of definitive hematopoietic progenitors. Together, these findings indicated that decreased HSPC numbers in Nod1- and Ripk2-deficient embryos was not caused by apoptosis, but due to failure in early induction of definitive HE.

**Fig. 4:**
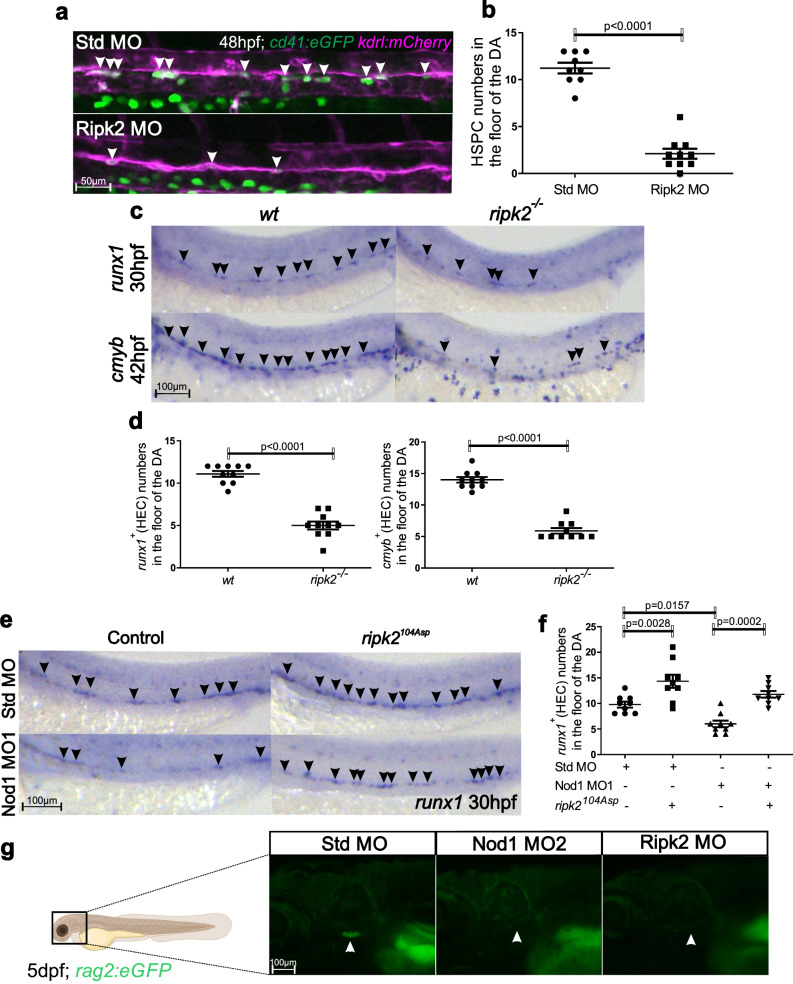
Ripk2 hyperactivation restored the phenotypic lack of HSPCs in Nod1-deficient embryos. **a** Single z-plane confocal images from DA of *cd41:eGFP; kdrl:mCherry* transgenic embryos at 48 hpf injected with Std-control and Ripk2 MOs. Arrowheads denote *cd41*^*+*^*, kdrl*^*+*^ HSPCs along the DA. **b** Enumeration of *cd41*^*+*^*, kdrl*^*+*^ HSPCs shown in (**a**). Each dot represents total *cd41*^*+*^*; kdrl*^*+*^ cells per embryo. *n* = 9, Std MO; *n* = 10, Ripk2 MO**. c** *Wildtype* (wt) and *ripk2*^*-/-*^ embryos were examined by WISH for *runx1* or *cmyb* expression at 30hpf and 42hpf, respectively. Arrowheads denote *runx1*^*+*^ or *cmyb*^*+*^ HECs. **d** Quantification of *runx1*^*+*^ or *cmyb*^*+*^ HECs from (**c**). Each dot represents total *runx1*^*+*^ or *cmyb*^*+*^ HECs per embryo. *n* = 10, 10, 10, 10 biological replicates from left to right. **e)** One-cell stage embryos were injected with Std-control or Nod1 MOs in the absence or presence of *ripk2*^*104ASP*^ mRNA, and analyzed for *runx1* expression by WISH at 30 hpf. Arrowheads denote *runx1*^*+*^ HECs. **f** Quantification of *runx1*^*+*^ HECs from (**e**). Each dot represents total HECs per embryo. *n* = 9, 9, 9, 9, biological replicates from left to right. **g** Fluorescence microscopy images from 5 dpf *rag2:eGFP* embryos injected with Std MO, Nod1 MO2 or Ripk2 MO (*n* = 10 embryos per condition). Arrowheads denote eGFP^+^ T-lymphocytes. All views are lateral, with anterior to the left. Images are representative of two independent experiments. Illustration created with BioRender.com. All quantifications are represented with mean ± SEM. All quantifications are represented with mean ± SEM. Data were analyzed by ordinary one-way ANOVA with Tukey’s multiple comparisons test (**f**), or unpaired two-tailed T-test (**b**, **d**). Source data are provided as a Source Data file.

### Transcriptomic analysis of Nod1-deficient ECs identifies deregulated hematopoietic and immune programs

To gain mechanistic insight on how Nod1 might be priming ECs to become hemogenic prior to EHT, we FACS purified *kdrl*^*+*^ ECs at 22 hpf (prior to EHT) from Nod1 morphants and Std MO injected controls and performed RNA-seq (Fig. 5a). 

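The kdrl gene, a VEGF receptor whose promoter drives the mCherry reporter used for the sort, was abundant in every library. It stood at 10718 ± 2002 CPM (SD, n = 3; CPM are counts scaled to a common library size) in ECs of Nod1 morphants and at 9775 ± 961 CPM (SD, n = 3) in Std-control ECs. Its log2 fold change was 0.13 (standard error 0.19, adjusted p = 0.745 from edgeR's quasi-likelihood test). Transcripts of nod1 were scarce, with 66, 8 and 34 counts in replicates 1, 2 and 3 of Nod1 MO2 and 96, 13 and 38 counts in replicates 1, 2 and 3 of Std MO. Expression of nod1 was 2.37 ± 1.79 CPM (SD, n = 3) in Nod1 morphants and 3.65 ± 2.37 CPM (SD, n = 3) in controls. The log2 fold change was -0.73 (standard error 0.66, adjusted p = 0.582 from edgeR, and with the replicate block -0.63, adjusted p = 0.358). In CPM each Nod1 MO2 library lay below the Std MO library of the same replicate number. In the deposited TPM this did not hold for replicate 1, at 1.79 in Nod1 MO2 and 1.76 in Std MO. Globin transcripts, which encode the oxygen carriers of primitive red blood cells, took 2.44% ± 0.685 (SD, n = 3) of all counts in Nod1 MO2 libraries and 11.4% ± 3.77 (SD, n = 3) in Std MO libraries.
Morpholinos (MOs) are antisense oligomers that block the splicing or the translation of a transcript, so the number of reads from the targeted gene need not fall. Std MO is a control oligomer without a zebrafish target. ECs at 22 hpf were collected as triplicate samples of each group, which the paper calls independent biological replicates. It states that offspring were pooled at random into control and injected groups, but neither it nor the labels name the clutch or sorting day of a library, so p-values measure the spread between these samples. The paper gives 40 embryos per condition in the legend of Fig. 5, about 40 per sample in its methods for sorting and about 10 per injection in its methods for RNA-seq, MOs at 2 mM and a BD Melody sorter, whereas the sample labels give about 150 embryos, MOs at 1 mM and a BD FACS Aria III. The labels name 22 hpf as the stage and 24 hpf in the protocol. Total counts in Nod1 MO2 replicates 1, 2 and 3 were 14603841, 17371953 and 11348437, and in Std MO replicates 1, 2 and 3 they were 17478983, 11982911 and 10225309. These are counts assigned to genes, not sequenced reads.
The authors trimmed adapters with AdapterRemoval 2.3.3 and Flexbar 3.5.0 and estimated counts per gene with Salmon 1.9.0 on GRCz11 transcripts with its correction for GC content. The paper also reports possible GC bias in its controls, which would lie along the comparison of the groups. Their deposited table holds these estimated counts, TPM, normalized counts and a DESeq2 comparison. Estimated counts were rounded, all 21148 genes had at least 10 counts summed over the 6 samples, and libraries were scaled by TMM. Genes were tested with edgeR, with morpholino as the only term and Benjamini-Hochberg adjustment. The number of differentially expressed genes (DEGs) changed with the libraries included, the threshold for the adjusted p, the scaling and the test. It also changed when replicate numbers were treated as pairs (the replicate block). No source states such pairs, and the data do not show them for replicates 1 and 3.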

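ECs of Nod1 morphants resembled one another more, on average, than they resembled Std-control ECs. Globins of primitive red blood cells were among the most abundant genes that set the groups apart, at 1690 ± 670 CPM (SD, n = 3) for hbbe1.3 in Nod1 MO2 libraries and 13535 ± 5429 CPM (SD, n = 3) in Std MO libraries. Pearson r across genes, on counts divided by DESeq2 size factors, was 0.958 to 0.991 between Nod1 MO2 triplicates (mean 0.976) and 0.954 to 0.997 between Std MO triplicates (mean 0.969). Between groups r was 0.634 to 0.864 (mean 0.739), and 6 of 6 libraries had their closest library in their own group. With the 20 most abundant genes left out, mean r was 0.963 within Nod1 MO2, 0.959 within Std MO and 0.920 between groups. The ranges then overlapped: 0.936 to 0.988 within Nod1 MO2, 0.929 to 0.9745 within Std MO and 0.887 to 0.947 between groups. Genes are not independent replicates, so r describes the libraries and has no p.
Replicate 2 of both groups stood apart from the other libraries. The first principal component held 47.1% of the variance and separated the groups, and the second held 36.5% and separated the replicate 2 libraries from the others. In replicate 2, ribosomal protein genes (72 genes over 10 CPM) lay 0.54 log2 units above their group means in the median and embryonic globins (9 genes) 0.54. Genes of VEGF signalling (10 genes) lay at -0.46 and arterial genes (14 genes) at -0.36. Lists of other cells went both ways, from yolk and liver (10 genes) at 0.44 to pronephros and gut (3 genes) at -0.14. Across 8990 genes the deviation of replicate 2 went with transcript length (Spearman correlation -0.723), short transcripts being higher. These list values can therefore not be read as a biological difference of replicate 2.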

As expected, a sample correlation heatmap showed the strongest correlation among the Nod1 MO and control Std MO triplicates (Fig. S4a). 

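Transcripts of red blood cells were among the largest losses in ECs of Nod1 morphants, and p53 targets were among the largest gains. The carbonic anhydrase gene cahz, expressed in red blood cells, fell by 3.35 on the log2 scale (standard error 0.24, adjusted p = 3.27e-05 from edgeR), from 1208 ± 301 CPM (SD, n = 3) in controls to 119 ± 15.4 CPM (SD, n = 3). Ferrochelatase (fech), the last enzyme of heme synthesis, fell by 3.22 and the erythroid transcription factor klf1 fell by 3.05 on the log2 scale. A p53 target, phlda3, rose by 4.79 on the log2 scale (standard error 0.26, adjusted p = 6.76e-06 from edgeR), from 5.70 ± 1.02 CPM (SD, n = 3) to 155 ± 18.9 CPM (SD, n = 3). The gene of p53 itself, tp53, rose by 3.04 on the log2 scale, from 183 ± 21.2 CPM (SD, n = 3) to 1499.6 ± 67.8 CPM (SD, n = 3). Morpholinos may give a response through p53 apart from loss of the targeted gene. These libraries hold 1 nod1 reagent, so such a response cannot be told apart from loss of Nod1.
Of 21148 genes, 447 were lower and 372 were higher at an adjusted p under 0.05 from edgeR, 403 and 331 of them by more than 1 log2 unit. Among called genes with separated groups, an assigned name and a mean of at least 10 CPM, the 12 largest falls and 12 largest rises are given here. In the falls, the log2 fold change ran from -4.24 for hif1al2 to -3.00 for hbbe1.3. They included cst14b.2 (-3.94), fam65c (-3.82), the uncoupling protein gene ucp3 (-3.27), sgk2a (-3.09), nt5c2l1 (-3.07), gpr78a (-3.01) and npsn (-3.01), which encodes a granulocyte protease of fish. In the rises, the log2 fold change ran from 5.97 for lnx1 to 3.03 for the potassium channel gene kcnb2. They included rasl11b (5.30), mat2al (5.03), gtpbp1l (4.03), the growth factor gene igf2a (3.85), azin1a (3.75), ace (3.51), the p53 target gadd45aa (3.19) and cbx7a (3.15). In 816 of the 819 called genes every library of one group lay beyond every library of the other. With 3 against 3 libraries a call nearly requires this, so it adds no support to the calls. Among all genes the groups were separated in this way in 24.8%, where chance gives 10%.
With the replicate number as a block, 1516 genes were lower and 1407 higher, among them all 447 and 372. Scaled by library totals alone, 282 genes were lower and 803 higher, so that 26.0% of calls were lower in place of 54.6%, and the median of all genes moved from 0.04 to 0.25. Leaving out a library gave fewer calls, as fewer samples alone can do. Lower and higher genes numbered 119 and 106 without Nod1 MO2 replicate 1, 361 and 301 without replicate 2, 158 and 155 without replicate 3. They numbered 135 and 90 without Std MO replicate 1, 337 and 241 without replicate 2, 259 and 157 without replicate 3. Without both replicate 2 libraries, a setting chosen after the data were seen, 672 were lower and 526 higher.

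**Figure D1:**
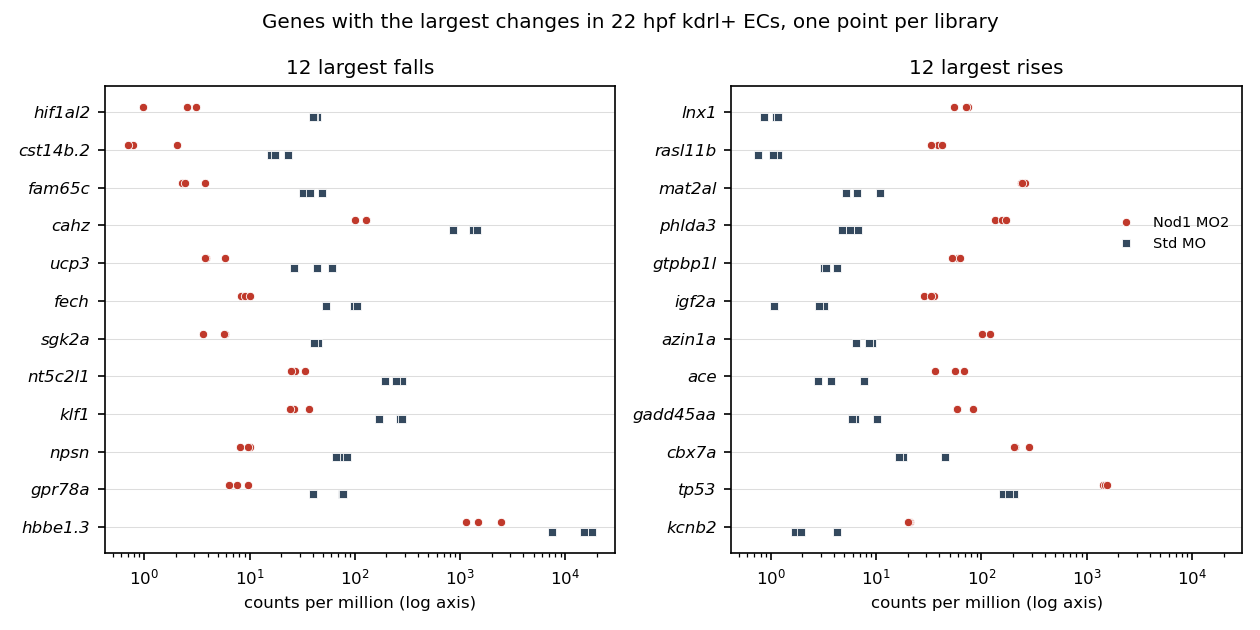
CPM (log axis) of the 12 genes with the largest falls and the 12 with the largest rises among called genes with an assigned name and a mean of at least 10 CPM, one point per library (circles, Nod1 MO2; squares, Std MO; 3 libraries each). Genes were drawn only if the libraries of one group lay apart from those of the other, as for tp53 at 1499.6 ± 67.8 against 183 ± 21.2 CPM (SD, n = 3).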

The MA plot showed the number of differentially expressed genes (DEGs) between Nod1-deficient and Std-control ECs (Fig. 5b), with 847 down-regulated and 759 up-regulated genes between both conditions with an adjusted *p*-value (*P*_adj_ value) ≤ 0.05 (Fig. 5b, c). The top 100 DEGs are represented in the heatmap in Fig. S4B. 

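Among the 100 genes with the smallest p and an absolute log2 fold change over 1, 58 were lower and 42 higher in ECs of Nod1 morphants. Red blood cell genes were the largest fixed group among the lower ones: 8 of 24 erythroid genes, among them blvrb (-2.40 on the log2 scale) and tmod4 (-2.53), 3 genes of heme synthesis (fech, alas2 and tspo) and the globins hbae1, hbbe1.2 and hbbe1.3. From myeloid cells came mpx, the myeloperoxidase of neutrophils (-2.59), lyz (lysozyme, -2.97), mfap4 and tnfaip8l2a. The higher genes held 6 of 22 p53 targets: phlda3, tp53, ccng1 (2.46), cdkn1a (2.98), gadd45aa and zgc:136826 (2.78). They also held the chemokine gene cxcl8a and the interferon-stimulated genes isg15 and irf9, while another gene of the interferon list, mhc1uba (-3.84), was among the lower ones. The largest adjusted p in this set was 0.00109 from edgeR. Of the 58 lower genes, 12 are labelled in Fig. 5e–h, and 8 lower and 12 higher genes carry only provisional gene model names.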

Gene Ontology (GO) enrichment analysis for biological processes in down-regulated DEGs included “Immune System Process”, “Erythrocyte Differentiation”, “Myeloid Cell Differentiation” and “Embryonic Hemopoiesis” (Fig. 5d–h). These results support a fundamental role for Nod1 during developmental hematopoiesis through an immune-related mechanism, validating our previous findings.

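Many genes of red blood cells were lower in ECs of Nod1 morphants. All 9 measured embryonic globins were lower (9 when adjusted over the list alone), from -3.00 for hbbe1.3 to -1.91 for hbbe3 on the log2 scale. The most abundant of them, hbae1.3, went from 41383 ± 17040 CPM (SD, n = 3) in controls to 7865 ± 2754 CPM (SD, n = 3), a log2 fold change of -2.40 (standard error 0.34, adjusted p = 0.00235 from edgeR). The globin list passed camera's test (adjusted p = 2.99e-26), with adjusted p = 0.0931 with an estimated correlation. Globin paralogs are near-identical and share reads, so the value of a single globin is uncertain. Of 16 genes of heme synthesis, 10 were lower and 6 did not pass the test (13 lower and 1 higher when adjusted over the list alone, and as many with the replicate block). They included alas2, the first enzyme of heme synthesis in red blood cells (-1.96), uros (-1.68) and tspo (-2.54). The camera test of this list gave an adjusted p of 5.72e-20, and adjusted p = 0.0571 with an estimated correlation.
Of 24 erythroid genes, 14 were lower and 10 did not pass (20 lower when adjusted over the list alone; camera, adjusted p = 5.24e-39, and adjusted p = 0.0278 with an estimated correlation). With the replicate block 18 of these 24 genes were lower. The anion exchanger of the red blood cell membrane, slc4a1a, had a log2 fold change of -2.89, the spectrin gene sptb -2.28 and epb41b -2.45. The erythroid transcription factors gata1a (-1.24, standard error 0.25, adjusted p = 0.0207 from edgeR) and gfi1b (-1.33) were also lower. Of 32 myeloid genes, 7 were lower and 25 did not pass (11 lower and 1 higher when adjusted over the list alone; camera, adjusted p = 4.43e-06, and adjusted p = 0.0931 with an estimated correlation). The 7 were lyz, mpx, mfap4, tnfaip8l2a, lect2l (-1.69), ptprc (-1.51) and pik3cg (-1.49). For the pan-leukocyte gene lcp1 the log2 fold change was -0.55 (adjusted p = 0.127 from edgeR, and 0.00343 with the replicate block) and for the myeloid transcription factor spi1b -0.12 (adjusted p = 0.800 from edgeR). With the replicate block, 11 myeloid genes were lower and 2 higher. The paper reports that staining of embryos for gata1a and for L-plastin (lcp1) was similar in Nod1-deficient embryos and controls. It concludes that Nod1 signalling is dispensable for primitive hematopoiesis. Staining of embryos and RNA of sorted kdrl-positive cells are unlike measures, and no test here compares them.
Of 23 genes of hemogenic endothelium and hematopoietic stem and progenitor cells (HSPCs), gfi1aa was higher (1.35 on the log2 scale, standard error 0.23, adjusted p = 0.00798 from edgeR). The call of gfi1aa was lost without Std MO replicate 1, and with the replicate block 3 genes of the list were higher. None was lower by edgeR, with 3 lower and 6 higher at an unadjusted p under 0.05 and 0 lower and 3 higher by DESeq2, and adjusted over the list alone the counts were 1 higher and 0 lower. The HSPC transcription factor runx1 stood at 3.60 ± 0.312 CPM (SD, n = 3) in Nod1 morphants and 1.64 ± 0.751 CPM (SD, n = 3) in controls (adjusted p = 0.243 from edgeR). For myb the log2 fold change was -0.09 (standard error 0.46). Transcripts of itga2b were near the floor, with 0 counts in all Nod1 MO2 libraries and 0.493 ± 0.621 CPM (SD, n = 3) in controls. Std MO replicate 2 also stood at 0 TPM for itga2b, and the gene did not pass (adjusted p = 0.216 from the authors' DESeq2). The list's camera test gave an adjusted p of 0.261.
The labels of Fig. 5e–h include 6 genes of the heme list, 9 of the erythroid list and 4 of the myeloid list, which the study picked from these samples, so these counts are not independent evidence of direction; without them 6, 7 and 5 genes were lower. Without Nod1 MO2 replicate 1, 5 globins, 6 heme genes and 4 myeloid genes were lower, and without Std MO replicate 1, 5 globins and 5 heme genes.

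**Figure D2:**
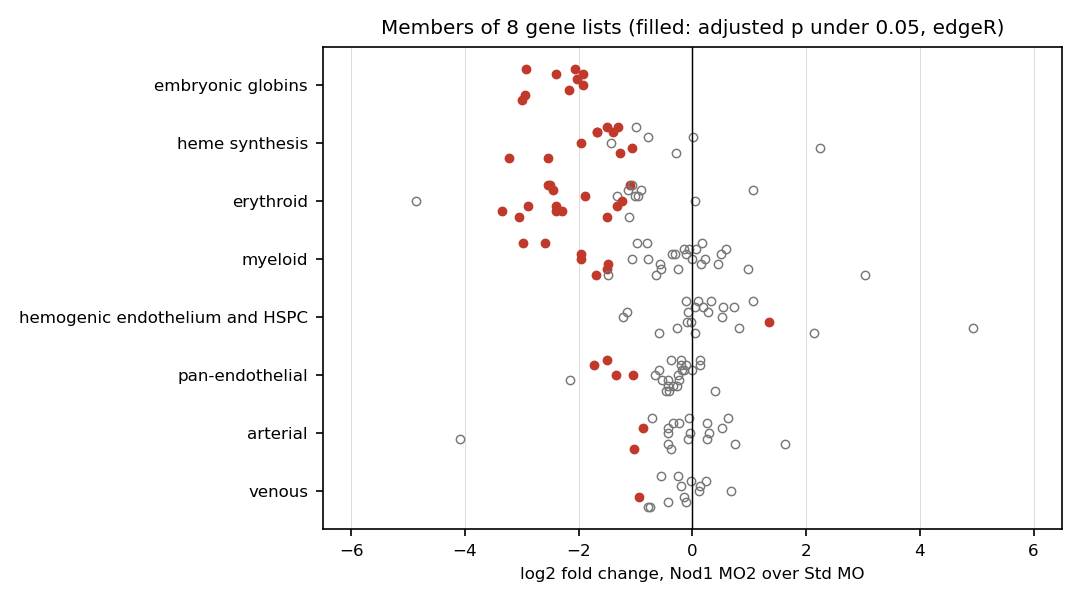
Log2 fold change (Nod1 MO2 over Std MO) of each member of 8 gene lists, one point per gene; filled points have an adjusted p under 0.05 from edgeR and open points do not, and genes with no count in one group are not drawn. The 9 globins all lie below 0, while the genes of hemogenic endothelium and HSPCs lie on both sides of 0.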

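In ECs of Nod1 morphants a few genes of the NF-kB, Nod1 pathway and interferon lists were higher. Of 35 NF-kB members and targets, 4 were higher and 31 did not pass the test (6 higher when adjusted over the list alone). The chemokine gene cxcl8a had a log2 fold change of 2.87 (standard error 0.35, adjusted p = 0.000905 from edgeR), bcl3, a partner of NF-kB dimers, 1.81, the cyclooxygenase gene ptgs2a 1.80 and the NF-kB inhibitor gene nfkbiab 0.91. The list rose in camera's test (adjusted p = 0.000215), with adjusted p = 0.0931 with an estimated correlation. Of 23 genes of the Nod1 pathway, ripk2, the kinase adapter of Nod1 (0.94, standard error 0.23, adjusted p = 0.0428 from edgeR), and nfkbiab were higher and 21 did not pass (2 higher and 1 lower when adjusted over the list alone; camera, adjusted p = 0.927). Of 21 interferon-stimulated genes, isg15 (3.02), b2m (2.65) and irf9 (1.82) were higher, mhc1uba, a class I antigen-presenting gene labelled in Fig. 5e, was lower (-3.84), and 17 did not pass (5 higher and 2 lower when adjusted over the list alone). That list passed camera's test upward (adjusted p = 0.00272), with adjusted p = 0.0931 with an estimated correlation.
With the replicate block, 5 interferon-stimulated genes were higher and 2 lower, 1 gene of the Nod1 pathway was lower and 8 NF-kB genes were higher. Of the NF-kB genes, 1 was higher without Nod1 MO2 replicate 1 and 2 without Std MO replicate 1. Leaving out any 1 of the 6 libraries took ripk2 and nfkbiab above an adjusted p of 0.05. The paper reports that the down-regulated genes of these libraries were enriched for hematopoietic and immune processes. From this it proposes that Nod1 acts in the making of blood by an immune route, and relates this to its previous findings. By live imaging it also reports lower NF-kB reporter signal in ECs of Nod1- and Ripk2-deficient embryos. That imaging used Nod1 MO1 in place of Nod1 MO2 and read a fluorescent reporter, not RNA. The paper treats human NFKBIA as a surrogate of NF-kB activation. Of the listed genes nfkbiaa and nfkbiab, nfkbiab was higher here and nfkbiaa did not pass. In the authors' DESeq2 comparison nfkbiaa had a log2 fold change of 0.44 (adjusted p = 0.587). Reporter signal and RNA were not compared by any test here.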

**Fig. 5:**
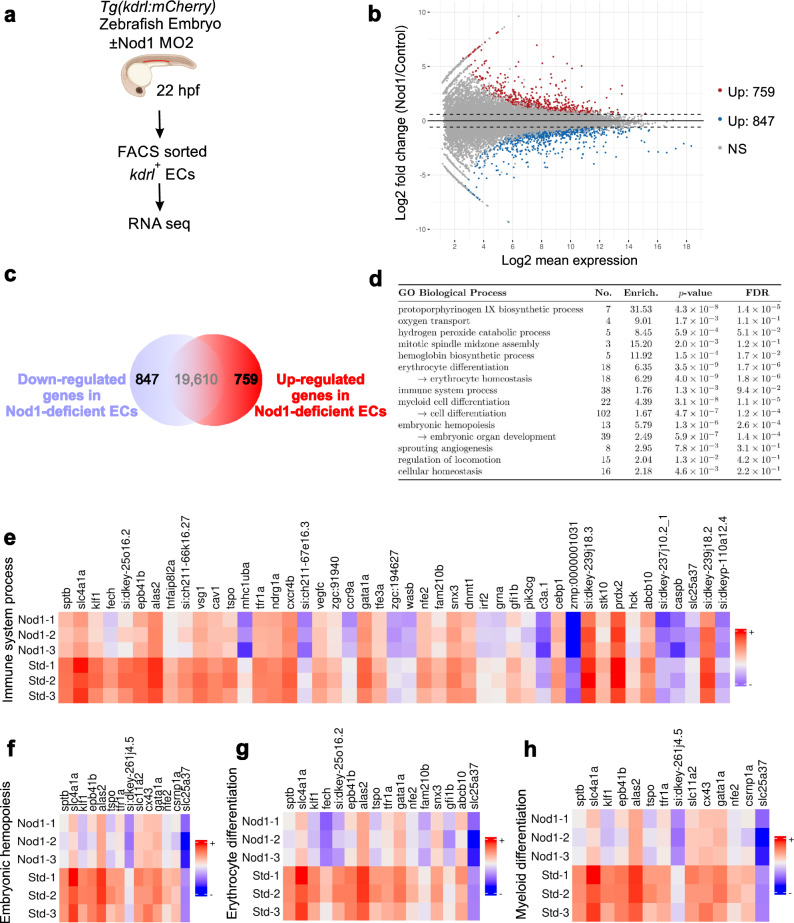
RNA-seq transcriptomic analysis of FACS purified ECs identified deregulated hematopoietic and immune programs. **a** Schematic representation of experimental design. *Tg*(*kdrl:mCherry)* zebrafish embryos were injected with Std MO or Nod1 MO2 and *kdrl*^*+*^ ECs were FACS purified at 22hpf for subsequent RNA-seq analysis. 40 embryos per condition (*n* = 3). Illustration created with BioRender.com. **b** MA plot displaying the log fold-change between Nod1-deficient ECs vs. Std-control ECs. Blue dots are significantly downregulated genes; red dots are significantly upregulated genes (adjusted *p*-value < 0.05). **c** 847 differentially downregulated and 759 upregulated genes were identified from (**a**, **b**). **d** Enriched GO processes for significantly down-regulated genes in Nod1-deficient versus Std-control ECs. **e**–**h** Heatmaps displaying the log_2 gene expression of significantly downregulated genes between 22 hpf Nod1-deficient ECs versus Std-control ECs with log_2 foldchange < −1 under the GO terms ‘immune system process’ (**e**), ‘embryonic hemopoiesis’ (**f**), ‘erythrocyte differentiation’ (**g**), and ‘myeloid differentiation’ (**h**). Source data are provided as a Source Data file.

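All 49 genes labelled in the heatmaps of Fig. 5e–h lay below 0 in ECs of Nod1 morphants, and 47 lay below -1 on the log2 scale. The named genes with the deepest falls were mhc1uba (-3.84), fech (-3.22), klf1 (-3.05) and slc4a1a (-2.89). Signalling genes among them were the chemokine receptors cxcr4b (-1.16) and ccr9a (-2.04), the lymphatic growth factor vegfc (-1.21) and the caveolin gene cav1 (-1.73). At an adjusted p under 0.05 from edgeR, 37 of the 49 were lower: 33 of 45 in Fig. 5e, 12 of 14 in Fig. 5f, 13 of 16 in Fig. 5g and 12 of 14 in Fig. 5h. For the other 12 the adjusted p ran from 0.0521 (grna) to 0.0903 (si:dkeyp-110a12.4), and they include nfe2 (-1.07), prdx2 (-1.13), cebp1 (-0.97), hck (-1.06), abcb10 (-1.00) and slc25a37 (-1.43). Of these, a provisional gene model of the zmp series had 0 counts in all Nod1 MO2 libraries and 1.08 ± 0.542 CPM (SD, n = 3) in controls.
In 48 of the 49 every Nod1 MO2 library lay below every Std MO library, the exception being prdx2. All 49 passed with the replicate block. The study chose these genes on the same samples, so their direction is not independent evidence, and 11 of them had a mean under 10 CPM.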

### Nod1 and Ripk2 signal through NF-kB to specify HSPCs

NF-kB is the master transcription factor of inflammation^41,42^, and its activation is required to specify HSPCs in the vertebrate embryo^5,7^. Moreover, during classical inflammation, Nod1 and Ripk2 activate NF-kB after sensing peptidoglycan^22,23^. These lines of evidence suggested that Nod1 and Ripk2 might activate NF-kB to prime ECs towards an hemogenic fate. To address this, we performed live confocal imaging of *Tg(NF-kB:eGFP; kdrl:mcherry)* in Nod1 and Ripk2 lof experiments. As anticipated, we observed a remarkable down-regulation of NF-kB activity in the DA at 22 hpf in Nod1- and Ripk2-deficient embryos compared to control siblings (Fig. 6a–d). If NF-kB signaling was indeed required downstream of Nod1 and Ripk2, then ectopic expression of a constitutively activated Inhibitor of Nuclear Factor Kappa B Kinase Subunit Beta (Ikkb), the main kinase activating canonical NF-kB that phosphorylates the NF-kB inhibitor Ikba, causing activation of NF-kB^42^ (Fig. S5), should restore the lack of HSPCs in Nod1- or Ripk2-deficient embryos. In the absence of upstream signals that lead to Ikkb phosphorylation, Ikba remains unphosphorylated and thus the NF-kB complex inactive and unable to translocate to the nucleus to exert its function. It is known that human IKKB must undergo phosphorylation on residues Ser-177/181 located in the amino-terminal activation T loop to be activated (Fig. S5). Therefore, substitution of these two serine residues by negatively charged glutamic acids renders human IKKB constitutively active^43^. We hypothesized that substitution of the highly conserved Ser-177/181 by Glu in the zebrafish Ikkb (herein called constitutively activated ikkb, Ikkb_CA_) would also result in its hyperactivation. We cloned the zebrafish *ikkb* and mutated these amino acids to obtain a constitutive active version of *ikkb* (*ikkb*_*CA*_). mRNA injection of *ikkb*_*CA*_ into one-cell stage *NF-kB:eGFP* embryos increased NF-kB activation as compared to *ikkb* unmutated mRNA (wt) control injection (Fig. 6e), validating this approach. We then injected *ikkb*_*CA*_ mRNA, or *ikkb* wt control mRNA, in Ripk2-deficient embryos and performed WISH for *cmyb* at 42 hpf. As shown in Fig. 6f and g, enforced activation of NF-kB by *ikkb*_*CA*_ completely restored HEC numbers in Ripk2 morphants, demonstrating that Nod1/Ripk2 signaling activates NF-kB to drive hemogenic fate. Next, to investigate if NF-kB signaling was indeed required within the ECs, we utilized the Tol2 transposon technology to generate a transgenic zebrafish animal harboring *ikkb*_*CA*_ under the control of the Gal4/UAS system, herein denoted as *Tg(UAS:ikkb*_*CA*_*)*. WISH for *ikkb* in 48 hpf *Tg(kdrl:Gal4; UAS: ikkb*_*CA*_*)* embryos demonstrated that *ikkb*_*CA*_ expression was restricted to ECs (Fig. S5c), validating the endothelial expression of *ikkb*_*CA*_ in these embryos. We next quantified HECs by WISH for *runx1* in 26 hpf in *Tg(fli1b:Gal4*^44^*; UAS:ikkb*_*CA*_*)* embryos (Fig. S5d). *runx1*^*+*^ HSPCs were significantly increased in *fli1b*^*+*^*, ikkb*_*CA*_^*+*^ embryos compared to *fli1b*^*+*^*, ikkb*_*CA*_^*-*^ controls (Fig. 6h, i), demonstrating that NF-kB signaling is required intrinsically within the ECs to drive HE fate.

**Fig. 6:**
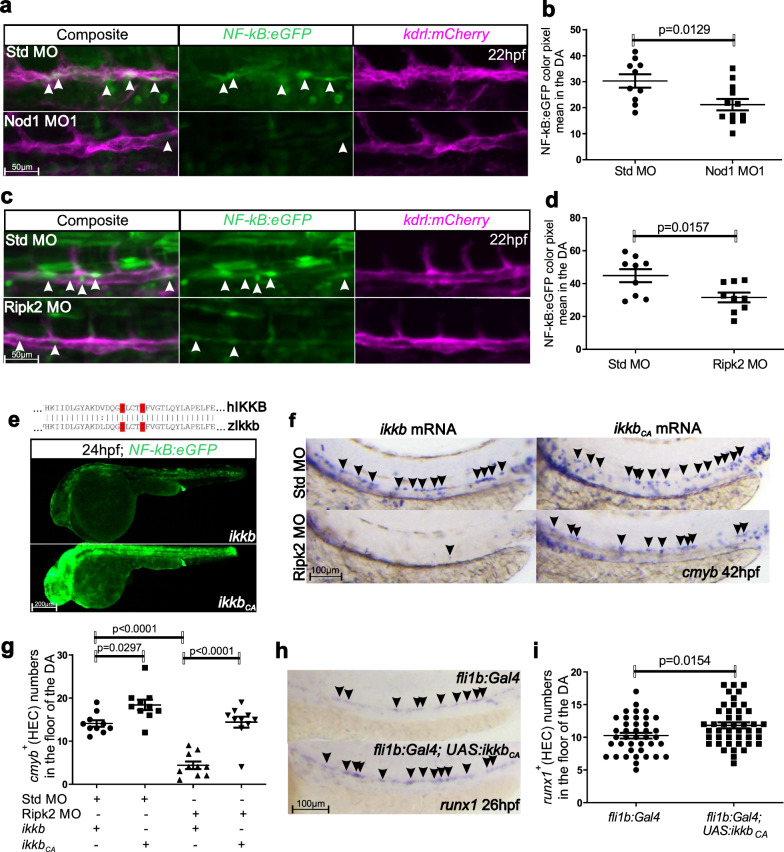
Nod1/Ripk2 signaling activates NF-kB within ECs. **a**, **c** Maximum confocal projections of trunk regions of Std MO, Nod1 MO1- (**a**), or Ripk2-MO-injected *NF-kB:eGFP; kdrl:mCherry* (**c**), double-transgenic zebrafish embryos at 22 hpf. Arrowheads denote ECs with active NF-kB. **b**, **d** Quantification of *NF-kB:eGFP* activity from (**a**), or (**c**), respectively. Each dot represents *eGFP*^*+*^ mean pixel intensity within the *kdrl*^*+*^ EC area delimited by two intersegmental vessels. 3-4 areas were quantified per embryo. **a**, **b** *n* = 3, Std MO; *n* = 4, Nod1 MO1. **c**, **d** *n* = 3, Std MO; *n* = 3, Ripk2 MO. **e** Partial alignment between human (hIKKB) and zebrafish (zIkkb) proteins, showing the high conservation among Ser-177/181 (red) and their surrounding amino acids (top panel). Fluorescence microscopy images of *NF-kB:eGFP* embryos injected with *wt ikkb* mRNA (*n* = 12) or constitutively active *ikkb (Ikkb*_*CA*_*)* (*n* = 10) (bottom panel). Notice that the eGFP expression pattern in embryos injected with control *wt ikkb* mRNA was identical to previously described uninjected *NF-kB:eGFP* embryos. Images are representative of two independent experiments. **f** One-cell stage embryos were injected with Std MO or Ripk2 MO in the absence or presence of *Ikkb*_*CA*_ mRNA, or *Ikkb* wt control and analyzed for *cmyb* expression by WISH at 42 hpf. Arrowheads denote *cmyb*^*+*^ HECs. **g** Quantification of *cmyb*^*+*^ HECs from (**f**). Each dot represents total *cmyb*^*+*^ HECs per embryo. *n* = 10, 10, 10, 10 biological replicates from left to right. **h** *fli1b:Gal4*^*+*^*; UAS:ikkb*_*CA*_^*-*^ control, or *fli1b:Gal4*^*+*^*; UAS:ikkb*_*CA*_^*+*^ embryos analyzed for *runx1* expression by WISH at 26hpf. To identify the *UAS:ikkb*_*CA*_ transgene, PCR from genomic DNA was performed using specific primers spanning *ikkb*_*CA*_ and *mRFP* sequences. Arrowheads denote *runx1*^*+*^ HECs. All views are lateral, with anterior to the left. **i** Quantification of *runx1*^*+*^ HECs from (**h**). Each dot represents total *runx1*^*+*^ HECs per embryo. *n* = 38, *fli1b:Gal4*^*+*^*, UAS:ikkb*_*CA*_^*-*^; *n* = 45, *fli1b:Gal4*^*+*^*, UAS:ikkb*_*CA*_^*+*^. All quantifications are represented with mean ± SEM. Data were analyzed by ordinary one-way ANOVA with Tukey’s multiple comparisons test (**g**), or unpaired two-tailed T-test (**b**, **d**, **i**). Source data are provided as a Source Data file.

### Rho-GTPases power the Nod1-Ripk2-NF-kB axis in vivo to specify HSPCs

It was unexpected that the Nod1-Ripk2-NF-kB axis, a key pathway underlying the canonical sensing of PAMPs, was required to prime ECs towards a hemogenic fate critical for HSPC emergence. Since the emergence of HSPCs from the aortic floor occurs in the aseptic embryo, whether it is *in utero* in mammals or within the chorion in teleosts, we hypothesized that other stimuli beyond PAMPs could be activating Nod1 signaling in this context. Because it has been shown that Nod1 senses cytosolic microbial products by monitoring the activation state of small Rho GTPases^45^, and Rho GTPases can regulate HSPC function^46^ and promote their formation in vivo^47^, we postulated that small Rho-GTPases could activate Nod1 within ECs to drive HE induction. We first queried if *rac1*, *cdc42*, and *rho*, the three small Rho GTPases that can activate Nod1 in response to pathogens^45^, were expressed in ECs. qPCR from FACS isolated *kdrl:mCherry*^+^ ECs at 22 hpf showed that *rac1a/b* and *cdc42* were expressed by purified ECs, but not *rho* (Fig. 7a). Treatment of *Tg(cd41:eGFP; kdrl:mCherry)* embryos with hydrochloride, Rho kinase inhibitor III, and ML141, which specifically inhibit Rac1, Rho kinase, and CDC42 (Table S3), respectively, from 16 hpf reduced 10-fold the number of *cd41*^*+*^, *kdrl*^*+*^ emergent HSPCs by live confocal imaging at 48 hpf (Fig. 7b, c). No vascular or arterial abnormalities were observed under these inhibitory conditions (Fig. S6a). Furthermore, enforced NF-kB activation by *ikkb*_*CA*_ mRNA overexpression restored the phenotypic levels of *kdrl*^*+*^*, cd41*^*+*^ emergent HSPCs in the vDA upon Rac1 inhibition, and partially upon Cdc42 inhibition, but not after Rho kinase inhibition (Fig. 7d). These findings suggested that Rac1 specified HSPCs through the activation of NF-kB signaling. To confirm that Rac1 was essential for HE fate, we next injected *Tg(cd41:eGFP; kdrl:mCherry)* embryos with a previously validated Rac1-specific morpholino (Table S2) that targeted both zebrafish ohnologues (Rac1a and Rac1b), and quantified emergent HSPCs at 48 hpf by confocal microscopy. As shown in Fig. S6b, zebrafish Rac1a and Rac1b were highly conserved with human and mice RAC1, with 99% and 98% identity, respectively. *cd41*^*+*^, *kdrl*^*+*^ HSPC numbers were significantly reduced after Rac1a/b depletion (Fig. S6c, d). In addition, overexpression of hyperactivated Ripk2 (*ripk2*^*104Asp*^) in Rac1/b crispants reconstituted the number of nascent HSPCs to control levels as assessed by WISH for *runx1* and *cmyb* (Fig. 7e, f). To confirm the loss of NF-kB activity in Rac1-deficient embryos, we performed live confocal imaging of *Tg(NF-kB:eGFP; kdrl:mcherry)* in Rac1 lof experiments, and found downregulated NF-kB activity in the DA at 22 hpf in Rac1-deficient embryos compared to control siblings (Fig. S6e, f). Lastly, to investigate if Rac1 was intrinsically required within the ECs to drive HE patterning, a constitutively version of rac1 *(rac1*_*CA*_*)*^48^ was cloned under the endothelial specific promoter *kdrl (herein denoted has kdrl:rac1*_*CA*_), and one-cell stage embryos injected with this Tol2 overexpression vector. *kdrl:rac1*_*CA*_^+^ embryos specified a significantly higher number of *cmyb*^*+*^ HE cells compared to controls as assessed by WISH at 38 hpf (Fig. 7g, h). Overall, these results indicate that the small Rho GTPase Rac1 activates the Nod1-Ripk2-NF-kB signaling intrinsically within the ECs to prime their switch to hemogenic fate.

**Fig. 7:**
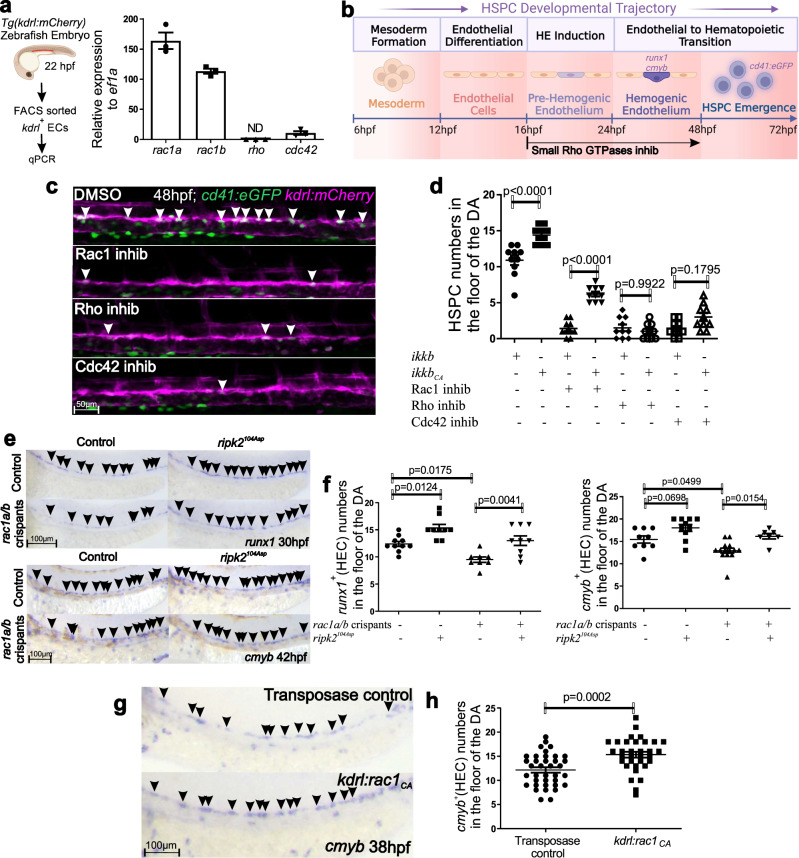
Rac1 activates Nod1 signaling to specify HSPCs. **a** *kdrl:mCherry*^*+*^ ECs were purified by FACS at 22hpf for gene expression analysis by qPCR (*n* = 3, 40 pooled embryos per biological replicate). Levels of indicated transcripts are shown relative to *ef1a* and multiplied by 10,000. **b** Schematic representation of the experimental design of (**c**). Zebrafish embryos were incubated with specific inhibitors for small Rho GTPases from 16-48 hpf, and emergent HSPCs quantified by confocal microscopy at 48 hpf. **c** 16hpf *cd41:eGFP; kdrl:mCherry* embryos were treated with DMSO, hydrochloride (Rac1 inhibitor), rho kinase inhibitor III (Rho inhibitor), or ML141 (Cdc42 inhibitor) and imaged by confocal microscopy at 48hpf. Maximum projection images are shown. *n* = 10 per condition. Arrowheads denote *cd41*^*+*^*, kdrl*^*+*^ HSPCs along the DA. Images are representative of two independent experiments. **d** *cd41:eGFP; kdrl:mCherry* embryos were injected with *ikkb* wt or *ikkb*_*CA*_ mRNA, treated from 16 hpf with hydrochloride, rho kinase inhibitor III, or ML141 and quantified by confocal microscopy at 48hpf for *cd41*^*+*^*, kdrl*^*+*^ HSPCs. Each dot represents total HSPCs per embryo. *n* = 9, 10, 9, 11, 9, 9, 9, 9, biological replicates from left to right. **e** Embryos were injected with Cas9 mRNA, or Cas9 mRNA+*rac1a/b* gRNA in the absence or presence of *ripk2*^*104ASP*^ mRNA, and analyzed by WISH for *runx1* at 30 hpf, or *cmyb* at 42 hpf. Arrowheads denote HECs. **f** Quantification of HECs from (**e**). Each dot represents total *runx1*^*+*^ or *cmyb*^*+*^ HECs per embryo. *n* = 10, 8, 8, 9, 9, 10, 12, 7 biological replicates from left to right. **g** One-cell stage embryos were injected with transposase or transposase plus *kdrl:rac1*_*CA*_ Tol2 vector and analyzed for *cmyb* expression at 38hpf by WISH. Arrowheads denote HECs. All views are lateral, with anterior to the left. **h** Quantification of HECs from (**g**). Each dot represents total *cmyb*^*+*^ HECs per embryo. *n* = 37 control; *n* = 33 *kdrl:rac1*_*CA*_. Horizontal lines indicate mean ± SEM. Illustrations created with BioRender.com. All quantifications are represented with mean ± SEM. Data were analyzed by ordinary one-way ANOVA with Tukey’s multiple comparisons test (**d**), (**f**) or unpaired two-tailed T-test (**h**). Source data are provided as a Source Data file.

### The Rac1-Nod1-Ripk2 axis is not required for primitive hematopoiesis

Vertebrate developmental hematopoiesis is comprised by two independent waves: primitive and definitive hematopoiesis^49^. As primitive myeloid cells are essential for proper HSPC development^7,50–52^, we next sought to examine if the Nod1 signaling pathway could impact primitive hematopoiesis. First, we quantified primitive myeloid cells in the yolk ball at 24 somites (ss) by performing WISH for the pan-myeloid marker *L-plastin*^53^. We found no significant *L-plastin* differential expression in Rac1, Nod1 or Ripk2 deficient embryos compared to their respective controls (Fig. S7a–d). In addition, we performed WISH at 24ss for the erythrocyte marker *gata1a* after manipulation of the Rac1-Nod1-Ripk2 pathway to assess if primitive erythropoiesis was impacted. As shown in Fig. S7e, f, *gata1a* was similarly expressed in Rac1, Nod1, or Ripk2 deficient embryos compared to controls. Together, these results demonstrate that Nod1 signaling is dispensable for primitive hematopoiesis, and that the phenotypic defects observed during HSPC specification are not due to improper generation of primitive hematopoietic cells.

### The function of Nod1 is conserved during the development of definitive human hematopoietic progenitors

Our final goal was to address whether NOD1 played similar roles in human hematopoiesis. For this purpose, first we queried if the human versions of the identified genetic axis RAC1-NOD1-RIPK2 were expressed in iPSC-derived human hematopoietic progenitor cells (hHPCs). Transcriptomic data at the single cell resolution from definitive uncommitted hematopoietic progenitors and primed differentiated hematopoietic lineages^54^ showed that human *NOD1, RIPK2, RAC1, and* the surrogate gene of activated NF-kB, *NFKBIA*, were expressed throughout all hematopoietic clusters (Fig. S8a). Next, we assessed the effect of NOD1 deficiency on the hematopoietic potential of embryonic bodies treated with CHIR to induce definitive hematopoiesis^54,55^. We incubated the cells either from day 2, or day 8, with the NOD1 inhibitor Nodinitib-1, and quantified the number of hHPCs at day 15 after plating 20 K CD34^+^ cells on OP9 co-culture from day 8 (Fig. 8a). The number of hHPCs in suspension was significantly reduced 6-fold compared to vehicle-treated control when NOD1 was inhibited (iNOD) from day 2. In contrast, no significant differences were found when NOD1 was inhibited from day 8 (during EHT) (Fig. 8a–c). Cell viability was similar between DMSO control and iNOD1-treated cells from day 2 (Fig. S8b, c). To further confirm that NOD1 was required within ECs to induce HE-like fate, we performed an independent experiment (see Methods for details) in which NOD1 was chemically inhibited by Nodinitib-1 at day 4, or days 4 + 6 of hematopoietic differentiation, and the percentage of CD34^+^ ECs analyzed at day 9 (Fig. 8d). While the CD34^+^/CD184^+^/CD73^-/low^ arterial-like population was significantly increased after NOD1 inhibition, the CD34^+^/CD184^-^/CD73^+^ venous-like population was significantly reduced, and the CD34^+^/CD184^-^/CD73^-^ hemogenic-like endothelium fraction reduced, but not statistically significant (Fig. 8d, e). Finally, the loss of HE potential was confirmed by RUNX1 staining using intracellular flow cytometry. As shown in Fig. 8f, the percentage of HE RUNX1^+^ cells was significantly reduced 2-fold after NOD1 inhibition at day 4, or days 4 + 6. Altogether, these data demonstrate that NOD1 signaling is a conserved inductive cue during vertebrate development to drive definitive HE from ECs (Fig. 8g).

**Fig. 8:**
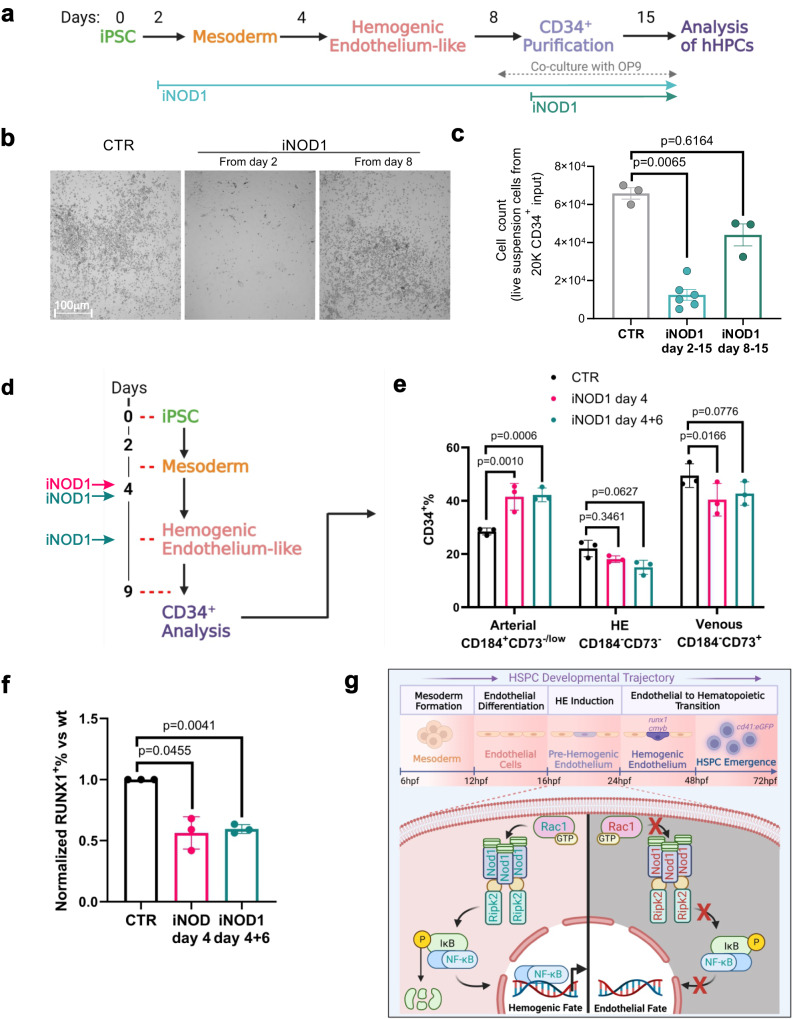
NOD1 inactivation impairs the formation of definitive human PSC-derived HPCs. **a** Schematic representation of the experimental design of (**b**, **c**). NOD1 was inhibited (iNOD1) with Nodinitib-1 from day 2-15, or 8-15 of definitive hematopoietic differentiation. At day 8, CD34+ cells were purified, and 20 K plated on OP9 cultures. At day 15, human definitive hematopoietic progenitors in suspension were quantified. **b** Representative bright-field microscopy images from cells in suspension at day 15 from 20 K CD34^+^ cells cultured on OP9 treated with DMSO control (left panel), or NOD1 inhibition (middle and right panels). **c** Enumeration of live cells in suspension at day 15 shown in (**b**). *n* = 3, 6, 3 biological replicates from left to right. **d** Schematic representation of the experimental design of (**e**, **f**). NOD1 was inhibited (iNOD1) with Nodinitib-1 at day 4, or at day 4 and refreshed at day 6. At day 9, CD34^+^ cells were isolated and analyzed for arterial-like, venous-like, and hemogenic-like markers. **e** Quantification at day 9 of CD34 frequencies of CD34^+^/CD184^+^/CD73^-^ arterial-like, CD34^+^/CD184^-^/CD73^+^ venous-like, and CD34^+^/CD184^-^/CD73^-^ hemogenic-like endothelium fractions after NOD1 inhibition at day 4, or days 4 + 6, compared to DMSO-treated control. **f** Percentage of RUNX1^+^ HE-like cells within the CD34^+^ fraction at day 9 of differentiation. *n* = 3, 3, 3 biological replicates from left to right. **g** Schematic representation of Nod1 signaling occurring within ECs to drive hemogenic endothelial fate. Briefly, Nod1 senses Rac1 activation, which leads to Nod1 oligomerization and recruitment of multiple Ripk2 units, forming a molecular platform that activates NF-kB to prime ECs to become hemogenic and their subsequent specification to HSPCs. Illustrations created with BioRender.com. All quantifications are represented with mean ± SEM. Data were analyzed by one-Way ANOVA with Kruskal-Wallis test and Dunnett’s multiple comparisons test (**c**), two-way ANOVA with Dunnett’s multiple comparisons test (**e**), or RM one-way ANOVA with Dunnett’s multiple comparisons test (**f**). Source data are provided as a Source Data file.

## Discussion

The capability to specify HSPCs from hPSCs will require an in-depth understanding of the natural molecular mechanisms utilized by the developing embryo to generate hemogenic endothelial cells, the critical precursor of HSPCs. Here, we identified in vivo a Nod1-dependent mechanism that intrinsically activates a signaling cascade previously only associated with classical inflammation, that initiates within the ECs to drive HE fate, a pre-requisite for HSPC specification. The Rac1-Nod1-Ripk2-NF-kB pathway is therefore the earliest identified initiator of HE commitment, filling an important knowledge gap pertaining to how ECs are primed prior to switching their identity to a HE fate. First, we demonstrated that non-inflammasome forming NLRs were expressed in embryonic zebrafish and human ECs and HE. Second, we revealed that Nod1 and Ripk2 activated intrinsically within ECs in a linear genetic pathway that culminated into the activation of NF-kB and the establishment of definitive HE fate. Third, we showed that this mechanism was conserved during human definitive hematopoietic development. Lastly, our data revealed that small Rho GTPases, specifically Rac1, were the source of Nod1 activation required for EC priming towards the HE fate. Together, these findings support a conserved model of vertebrate hematopoietic development in which small Rho GTPases and pattern recognition receptors orchestrate the activation of the master inflammatory transcription factor NF-kB to facilitate definitive hematopoiesis (Fig. 8g).

It has become clear in the last decade that the same molecular components of classical pro-inflammatory pathways operate in a series of developmental events in the absence of pathogenic insults or disrupted tissue homeostasis to drive embryonic development, a term referred as “*Developmental Inflammation*”^8,42^. It is interesting that despite the high conservation on the molecular players driving both classical and developmental inflammation, the cellular outputs produced by each phenomenon appear to be highly divergent (immune activation versus cell trans-differentiation). One potential explanation is the distinct cellular environment in which these phenomena occur. While classical inflammation is initiated in an environment flooded with danger and/or pathogen associated molecular patterns, developmental inflammation occurs within the “clean” and highly organized cellular environment of the developing embryo, lacking important inductive signals only available after tissue disruption. This supports the notion that the cellular outputs achieved by classical pro-inflammatory signaling relies on a multiple-hit system. Our study opens the important question of how the environment could rewire these inflammatory molecular players to have such diverse outputs.

Recent work demonstrated that NOD1 can sense cellular perturbations caused by pathogen disruptions like changes on actin cytoskeleton^45,56–61^ or endoplasmic reticulum (ER) stress^62–66^. However here, we provide evidence that in the context of embryonic development, small Rho GTPases can induce Nod1 signaling in a pathogen-independent manner. Our data showing that Rac1 is essential during early HSPC genesis supports previous studies in mice where depletion of Rac1 resulted in the absence of intra-aortic clusters^67^. However, our study provides the molecular mechanism by which Rac1 drives HSPC specification, connecting the function of Rho GTPases through the Nod1 inflammatory route. Our gene expression and rescue data showing high correlation among the type of Rho GTPase expressed in ECs, and efficacy of the phenotypic restoration, indicated that Nod1 could potentially be activated by several small Rho GTPases, but the specificity is guided merely by expression levels. In addition, previous studies in mice and zebrafish also demonstrated that Rho GTPases were essential for HSPC specification and migration after the initiation of blood flow^47,67^. Specifically, *Lundin* et al. demonstrated that mechanical forces induced by blood flow stimulated Rho-GTPase function to activate Yap-mediated HSPC specification in vivo. However, our work here shows that the activation of Nod1 through Rac1 to drive HE fate is prior blood flow, suggesting that Rho-GTPases could be utilized in a multistep fashion to specify HSPCs. Studying the perturbations that ECs are subjected to, prior to their induction to HE fate, could provide important insights on the mechanisms that trigger Rac1-Nod1-Ripk2-NF-kB during HE induction. In other cellular contexts, many different signaling pathways have been reported as RAC1 inductors, including TNF, VEGF, FAK, CD28, IL-22, TGFa, and BNDF. Further examination of these signals in the context of HE induction would be necessary to address which molecular player/s activate the Rac1-Nod1-Ripk2-NFkB pathway.

Although it has been shown that primitive myeloid cells are an important source of pro-inflammatory cytokines that drive developmental inflammation and HSPC fate^1,2,7^, our work here uncovered a much earlier inductive signal, suggesting a multi-step requirement for pro-inflammatory signaling during the ontogeny of HSPCs. Since the HE niche is deprived of primitive myeloid cells prior to blood flow, it is plausible that different triggers might activate distinct developmental inflammatory waves during HSPCs specification. It is also noteworthy that Nod1 mutations have been associated with autoimmune disorders^68^. Our results demonstrating impaired developmental hematopoiesis in the absence of Nod1 provide the foundation to investigate whether the autoimmune disorders linked to NOD1 mutations could be caused, at least in part, by the defective establishment of the hematopoietic system during embryonic development.

Importantly, the precise temporal identification of the Nod1 requirement in vivo was also observed in vitro in a human system of hematopoietic development, demonstrating once more that lower vertebrate animal models such as zebrafish are key discovery drivers of mechanisms of HSPC fate induction. Since hyperactivation of Nod1, Ripk2, or NF-kB in our in vivo zebrafish model robustly increased HSPC numbers, the addition of compounds that activate these signals during the HE-like induction in in vitro protocols of human hematopoietic differentiation could help favor HE versus EC fate and thus increase hHPC yield, a current bottleneck in the field.

In summary, we have reported a previously overlooked developmental inflammatory pathway, revealing its specificity and temporal requirements needed to induce HE fate to drive HSPC fate. Inducing this molecular mechanism in vitro could enhance the derivation of definitive human hematopoietic progenitors and their immune derivatives and therefore position us closer to use patient-derived therapeutic grade hematopoietic cells for their use in regenerative medicine.

## Methods

### Ethics declarations and approval for animal experiments

The zebrafish research in this study was performed according to the Guidelines for Ethical Conduct in the Care and Use of Animals^69^. All experiments in zebrafish were performed according to Iowa State University Animal Care and Use Committee IACUC-20-025 and IACUC-20-024 approved protocols, and in compliance with ARRIVE guidelines^70^, and the American Veterinary Medical Association (2020) and NIH guidelines for the humane use of animals in research.

### Zebrafish husbandry and strains

*nod1* mutant zebrafish (*Danio rerio*) strain (*sa17969*) was obtained from the Zebrafish International Resource Center (ZIRC). *ripk2*^*z40*^ zebrafish mutants were kindly donated by Michael Jurynec^36^. Other zebrafish lines used in this study were: wt AB* (ZIRC*)*, *Tg(cmyb:eGFP)*^*zf169*^ ^17^*, Tg(kdrl:HsHRAS-mCherry)*^*s896*^ ^12^(referred to as *kdrl:mCherry* throughout the manuscript), *Tg(−6.0itga2b:eGFP)*^*la2*^ ^29^ (referred to as *cd41:eGFP* throughout manuscript), *Tg(NF-kB:eGFP)*^*nc1*^ ^30^, *Tg(Rag2:eGFP)*^*zdf8*^ ^71^, *Tg(kdrl:Gal4)* ^*sd14*^ ^72^, *Tg(γcry:eGFP, 14xUAS:ikkb*_*CA*_*-P2A-mRFP)*^*is501*^ referred to as *Tg(UAS:ikkb*_*CA*_*)* throughout manuscript (generated in this work), *fli1b*^*tpl50Gt*^ ^44^, referred as *Tg(fli1b:Gal4)* throughout the manuscript, and various intercrosses of these lines were utilized. Most experiments in this study were conducted on zebrafish animals at the embryo or larvae stages. At these stages, sex cannot be determined, since in this specie, sex is not determined genetically. Above zebrafish embryos and adults were mated, staged, raised, and processed as described^73^ in a circulating aquarium system at 28 °C. The *Tg(UAS:ikkb*_*CA*_*)* zebrafish line will be made available by the espinlab upon request ().

### Morpholino injection

MOs (Gene Tools) used in this study are described in Table S2. MOs were resuspended in nuclease-free water at 2 mM and 1 nl was injected in the yolk ball of one-cell-stage embryos using Narishige One Axis Oil Hydraulic Micromanipulator No: MMO­220 C pico-injector.

### gRNA design and injection

gRNAs used in this study were designed, validated and injected as previously described^74^. Specifically, to identify CRISPR gRNA sites in *nod1, rac1a* and *rac1b*, targeted genomic and coding sequences were found on <emsemble.org > . In the targeted sequence, protospacer adjacent motif (PAM) sequence was located in 5’ exons. The cutting site was predicted to be 3 bp into the target sequence upstream from the PAM. 20 bp upstream of PAM was identified as gRNA and ordered from Synthego. (*nod1* gRNA: GACUGUUCACAGAGAGCUGC; *rac1a* gRNA: ACCAGUAAACCUGGGAUUGU; *rac1b* gRNA: CUGCGAAUGUGAUGGUGGAU). gRNA efficiency was then determined by injection of 25 pg gRNA along with 300 pg *cas9* mRNA into one-cell stage zebrafish embryos. Whole embryos were hot shot at 48hpf for gDNA extraction. Targeted sequences were then PCR amplified using primers described in Table S1. Amplicons were Sanger sequenced and gRNA efficiency analyzed using Synthego ICE Analysis (https://www.synthego.com/products/bioinformatics/crispr-analysis). Following high efficiency gRNA knockout results, 25pgRNA was injected with 300 pg *cas9* mRNA into one-cell stage embryos.

### KASP genotyping

In this study, heterozygous *nod1*^*sa17969*^ zebrafish were mated, and the offspring was genotyped and segregated into *nod1*^*+/+*^*, nod1*^*+/-*^ and *nod1*^*-/-*^ by fin clipping and genomic DNA (gDNA) extraction^75^. KASP genotyping was then performed according to the manufacturer’s recommendation (LGC, Biosearch Technologies). The sequence containing the *nod1* single nucleotide mutation site was as following: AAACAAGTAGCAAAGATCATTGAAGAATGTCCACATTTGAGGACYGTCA[A/G]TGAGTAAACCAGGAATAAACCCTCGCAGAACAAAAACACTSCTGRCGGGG. Primers for KASP were custom designed against this region and contained two different dyes (FAM and HEX) to detect the wt or the mutant *nod1* alleles. gDNA was mixed with custom designed primer mix and KASP master mix (LGC, Biosearch Technologies) according to the manufacturer’s recommendation. Samples were run in a 96-well plates with CFX Connect Real-Time PCR System (BioRad CFX Maestro 2.0, v5.0.021.0616) following these cycles: 1×15 mins, 94 °C; 9×20 seconds, 94 °C; 1×1 min, 61 °C; 25×20 seconds, 94 °C; 1×1 min, 55 °C; 1×1 min, 37 °C. Plates were then read and samples were grouped into different genotypes using Bio-Rad CFX Maestro 1.1 (4.1.2433.1219).

### Whole-Mount RNA in situ hybridization

WISH was performed as described^76^. Probes for *cmyb, runx1, efnb2a, l-plastin, gata1a, ikkb*, and *kdrl* were generated using the DIG RNA Labeling Kit (Roche Applied Science) from linearized plasmids. Embryos were imaged using a Leica M165FC stereomicroscope equipped with a DFC295 color digital camera (Leica) and FireCam software (Leica) with Leica Application Suite X (v3.7.0.20979). Embryos assessed by WISH for *runx1* and *cmyb* were manually counted to enumerate HSPCs.

### Fluorescent visualization of HSPCs, NF-kB activity, and T cells

To visualize HSPCs and NF-kB activity, live confocal microscopy was performed on *Tg(cd41:eGFP; kdrl:mCherry)*, and *Tg(NF-kB:eGFP; kdrl:mCherry)* double-transgenic embryos, respectively, at the indicated developmental times. Z sections of the DA region were imaged on a Zeiss LSM 700 Laser Scanning Confocal with Zen Black (v14.0.27.201) software. NF-kB activity along the DA was quantified from one confocal plane by ImageJ (v1.53f51) by enclosing 3-4 *kdrl*^*+*^ endothelial ROI’s limited by two contiguous intersegmental vessels using the “Freehand selection”. Green channel pixel mean values were then analyzed using “Color Histogram”. *cd41*^*+*^*, kdrl*^*+*^ HSPCs were manually counted throughout the confocal stack comprising the DA and denoted by arrows. Images were processed with ImageJ (v1.53f51). To visualize T cells, *rag2:eGFP* larvae were imaged at 5 dpf using a Leica MZ16FA stereomicroscope with Leica Application Suite X (v3.7.0.20979). All animals were anesthetized in Tricaine (200 mg/ml) before microscopic analysis.

### Flow cytometric and FACS analysis of zebrafish embryos

Flow cytometry and FACS were performed as previously described^77^. ~40 *Tg(kdrl:mCherry)* embryos were processed per sample, and 7,000 cells purified by FACS. Flow cytometric acquisitions were performed on a Melody (BD) with FACSChorus 2.0, version 1.1.20.0 software, and analyses using FlowJo software (v10.3 or v10.8.1, Tree Star).

### Quantitative RT-PCR analysis

mRNA was isolated from FACS sorted cells with RNeasy Micro Kit (Qiagen), and cDNA was generated with qScript Supermix (Quanta BioSciences) or iScript gDNA Clear cDNA Synthesis Kit (BioRad). Primers to detect zebrafish transcripts are described in Table S1. qPCR was performed with CFX Connect Real-Time PCR System (BioRad CFX Maestro 2.0, v5.0.021.0616). Analysis was conducted as previously described^78^.

### Detection of apoptotic cell death by TUNEL labeling

The TUNEL assay was performed as previously described^7^. Antibodies used in this protocol are described in Table S4. DAPI was applied with secondary antibody in 1:1000 PBT. Following the protocol, embryos were washed and mounted for subsequent analysis by confocal microscopy.

### RNA sequencing (RNA-seq) and library preparation

Wt AB* x *kdrl:mCherry* zebrafish embryos were injected with Std MO, or Nod1 MO2, at one-cell stage. Approximately 10 per morpholino injection 22hpf *kdrl* ^*+*^ zebrafish embryos were screened with Leica M165FC stereomicroscope, dechorionated with pronase, anesthetized in 1% tricaine, gently shaken at 28^o^C for 5 mins with 0.05 mg/ml liberase TM(Roche) in PBS solution with Ca2^+^ and Mg2^+^. The resulting cell suspension was filtered and stained with Sytox Red^TM^ (Thermofisher) to exclude dead cells. *kdrl*^*+*^ cells were FACS sorted and collected with BD Melody. mRNA from 7,000 FACS-isolated *kdrl*^*+*^ ECs from 22 hpf embryos was isolated and purified with RNeasy Micro Kit (Qiagen #74004). Total RNA was assessed for quality and quantity using an Agilent 2100 Bioanalyzer with RNA 6000 Pico Kit (Agilent #5067-1513). Triplicate RNA samples of each condition were processed following manufacturer’s instructions. Samples were then used to generate RNA sequencing libraries using NEBNext Single Cell/Low Input RNA Library Prep Kit (NEB #E6420S/L) for Illumina. Resulting libraries were multiplexed and sequenced with 100 basepair (bp) pair-end reads (SR75) to a depth of approximately 20 million reads per sample on a NovaSeq S4. Samples were demultiplexed using bcl2fastq v2.20 Conversion Software (Illumina, San Diego, CA).

### RNA-seq data analysis

The RNA-seq data generated in this study is available at Gene Expression Omnibus (GSE224708). For analysis, we used Adapter Removal v2.3.3^79^ to remove the Illumina combinatorial dual index adapters, followed by Flexbar v3.5.0^80^ to remove the technical sequences introduced by the NEB Next Single Cell/Low Input RNA Library Prep Kit (NEB #E6420S/L). Specifically, we used Flexbar with options \texttt{--max-uncalled 3 --adapter-trim-end LEFT --adapter-revcomp ON --adapter-revcomp-end RIGHT --adapter-min-overlap 5 --htrim-left GT --htrim-right CA --htrim-min-length 1 --htrim-adapter --htrim-error-rate 0.01 --min-read-length 15}, and adapters AAGCAGTGGTATCAACGCAGAGTAC for the reverse transcription primer and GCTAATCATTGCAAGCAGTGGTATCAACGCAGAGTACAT for the template switching oligo. FastQC v0.12.1, with MultiQC v1.14^81^, confirmed no further evidence of adapters after these steps of adapter trimming but indicated possible GC bias in the control samples.

For differential expression analysis, we used Salmon v1.9.0^82^ to align trimmed reads to the GRCz11 (RefSeq assembly GCF_000002035.6) RNA sequences, annotation release 106. We built an index using a decoy file consisting of the entire GRCz11 reference genome. We aligned reads using options \texttt{--libType A --gcBias}. Then, we used DESeq v1.40.1^83^ to detect differential expression. Of 27,969 annotated genes, 21,148 were retained after requiring at least 10 aligned reads across all samples after extracting counts from the DESeq DataSet. Sample Pearson correlations were computed from the remaining gene counts normalized by DESeq2-estimated size factors and plotted using the Complex Heatmap package v2.16.0^84^.

A heatmap of the log_2 expression of the 100 genes with smallest *p*-values that also had absolute log_2-fold change >1, were split by up- or down-regulation and then clustered and displayed using Complex Heatmap. For GO enrichment, we used the R function \texttt{panther_go()} (with options \texttt{organism = “7955”, annot_dataset = “biological_process”}) from the Coriell convenience functions [coriell] to detect if significantly down-regulated genes (adjusted *p* value < 0.05) were overrepresented in any biological process using Fisher’s exact test with false discovery rate (FDR) controlled at <0.05 by the Benjamini-Hochberg method. For the biological processes of “immune system process”, “embryonic hemopoiesis”, “erythrocyte differentiation”, and “myeloid differentiation”, we identified genes annotated to these processes, using the R package v3.17.0, which also had adjusted *p* values < 0.05 and decreased in expression by at least one half (log_2-fold change below −1). Complex Heatmap was used to plot the log_2 expression of these selected genes.

### Generation of Tg(Xla.Cryg:GFP,14xUAS:ikbkb_CA_-P2A-mRFP)^is501^ (referred as UAS:ikkb_CA_) zebrafish line

*pDB790-Tol2-14xUAS-mRFP* backbone was kindly donated by Maura McGrail^85^. To insert *P2A* fragment upstream of *mRFP*, the backbone was digested with Kpnl and purified with NEB gel extraction kit (NEB #T1020S/L). *P2A* sequence was amplified using primers described in Table S1 with NEB Q5 polymerase (NEB #M0491S/L). NEBuilder HiFi DNA Assembly kit (NEB #E5520S) was used to ligate the fragments with 25 ng of vector and a 4-fold excess of insert. The ligation mix was incubated at 50 °C for 60 minutes. Following incubation, 2 μl of the ligation was used to transform NEB® 5-alpha Competent *E. coli* (NEB #C2987) and plated on LB agar plates with Ampicillin. Clones resistant to ampicillin were identified and confirmed by Sanger sequencing. The resulting *Tol2-14xUAS-P2A-mRFP* backbone was digested with Xbal and Kpnl. *Ikkb*_*CA*_ was amplified by PCR from *cpE_32 pCS2+ Ikkb E177 E181* (this study) using the primers described in Table S1 and NEB Q5 polymerase (NEB #M0491S/L). NEBuilder HiFi DNA Assembly kit (NEB #E5520S) was then used to ligate the fragments with 50 ng of vector and a 2-fold excess of insert. The ligation mix was incubated at 50 °C for 60 minutes. Following incubation, 2 μl of the ligation was used to transform NEB® 5-alpha Competent *E. coli* (NEB #C2987) and plated on LB agar plates with Ampicillin. Clones resistant to ampicillin were identified and confirmed by sequencing. One clone was grown in liquid culture containing ampicillin and isolated with the NEB mini prep kit (NEB #T1010S/L). The resulting *Tol2-14xUAS:ikkb*_*CA*_*-P2A-mRFP, γcry:eGFP* plasmid was injected along with transposase mRNA to one-cell stage AB* embryos. Injected embryos were screened for *γcry:eGFP*^*+*^ and raised to adulthood. Four F_0_ zebrafish transmitters were analyzed by WISH for *ikkb* by outcrossing them with *kdrl:Gal4* and analyzing the F_1_ progeny for specific endothelial expression of the *ikkb* transgene. As a note, the minimal promoter of this construct was deleted, resulting in low expression of the transgene.

### *Tg(fli1b:Gal4; UAS:ikkb*_*CA*_*)* embryo genotyping

Individual *Tg(fli1b:Gal4; UAS:ikkb*_*CA*_*)* embryos were placed into 0.2 ml tubes after WISH for *runx1* was performed and water was carefully removed with a P10 pipette. gDNA was extracted as previously described^75^. 10 μl of alkaline lysis and 10 μl of neutralizing reagent was applied per tube during hotshot. PCR and gel electrophoresis were then performed with *ikkb*_*CA*_*-mRFP* primers provided in Table S1 to group the samples into *fli1b:Gal4*^*+*^ or *fli1b:Gal4*^*+*^*; UAS:ikkb*_*CA*_^*+*^.

### Generation of *kdrl:rac1*_*CA*_, *cmlc2:eGFP* plasmid

*pTol-kdrl-mCherry* backbone was kindly donated by Dr. Traver^86^. To create *kdrl:mCherry,cmlc2:eGFP*, the *pTol-kdrl-mCherry* was digested with BamHI, NotI and NEBuffer 1.1 at 37 Celsius for 3 hours to remove *mCherry*. A 2925 bp fragment containing the zebrafish *b-actin 3’UTR*, *p(A), cmlc2 promoter, eGFP, SV40 poly(A)* and large *T antigen* fragment was amplified from *kdrl:cre, cmlc2:eGFP* using primers described in Table S1 and NEB Q5 polymerase (NEB #M0491S/L). The PCR product was then purified with the NEB PCR purification kit (NEB #1030 S/L). NEBuilder HiFi DNA Assembly kit (NEB #E5520S) was then used to ligate the fragments according to manunfacturer’s recommendations. The resulting *kdrl, cmlc2:eGFP* was linearized between *kdrl* and the *cmlc2* promoter by digesting with SbfI and EcoRi and CutSmart buffer overnight at 37 Celsius. The digestion was run on a gel and a 13,317 bp band was cut from the gel under low UV light. The band was purified with the NEB gel extraction kit (NEB #T1020S/L). The *rac1 (Q61L)* plasmid was obtained from Addgene (#12982)^48^. The *rac1 (Q61L)* was amplified using primers described in Table S1 and NEB Q5 polymerase (NEB #M0491S/L). The amplification product was run on a gel and the 632 bp band was cut from the gel under low UV light. The band was purified with the NEB gel extraction kit (NEB #T1020S/L). NEBuilder HiFi DNA Assembly kit (NEB #E5520S) was then used to ligate the fragments with 25 ng of vector and a 4-fold excess of insert. Clones resistant to ampicillin were identified and confirmed by sequencing. One clone was grown in liquid culture containing ampicillin and isolated with the NEB mini prep kit (NEB #T1010S/L).

### Pluripotent stem cells maintenance

hPSCs were cultured in StemPro hESC SFM (Gibco) in presence of 20 ng/ml bFGF (R&D) on Vitronectin (ThermoFisher Scientific) coated plates. hPSCs cells were passaged using ReLeSR (Stem Cell Technologies). Media change was performed every day and cells passaged every 3–4 days at a ratio of 1:6-1:10.

### Pluripotent stem cells differentiation to human hematopoietic progenitors

Experiments performed in Figs. 8a–c and S8b, c: the iPSC line SFCi55 was differentiated with minor modifications from our previously published protocol^54^. hPSCs were clustered using 10 ng/ml of ReLeSR and resuspended in Day 0 differentiation medium. Cell clusters were cultured onto Cell Repellent 6 wells Plates (Greniner). At day 2, the media was changed, and 3 µM CHIR (StemMacs) was added. At day 3, embryonic bodies (EBs) were transferred into fresh media supplemented with 5 ng/ml bFGF and 15 ng/ml VEGF. At day 6, media was changed for final haematopoietic induction in SFD medium supplemented with 5 ng/ml bFGF, 15 ng/ml VEGF, 30 ng/ml IL3, 10 ng/ml IL6, 5 ng/ml IL11, 50 ng/ml SCF, 2 U/ml EPO, 30 ng/ml TPO, 10 ng/ml FLT3L and 25 ng/ml IGF1. 15 µM of Nodinitib-1 (Cayman Chemicals), or equivalent volume of DMSO control was added at the specified days.

Experiments performed in Fig. 8d–f: iPSCs were differentiated as previously described^55^ with minor modifications. EBs were generated from iPSCs using an orbital shaker at 80 rpm under 5% CO2 and 5% O2 at 37 °C. After 30 h differentiation was started in SFD media supplemented with 10 ng/ml BMP4. Mesoderm was induced 1.75 days later by a combination of 3 μM CHIR99021 (Tocris) and 6 μM SB431542 (Cayman Chemicals). At day 4, medium was changed to StemPro34 (Invitrogen) with 15 ng/ml recombinant human VEGF and 5 ng/ml bFGF (R&D Systems). At day 6, cultures were fed on top with 15 ng/ml VEGF, 5 ng/ml bFGF, 100 ng/ml SCF, 50 ng/ml IGF1 (R&D Systems) and 5 µM of retinol (Sigma). EBs were dissociated at day 9 and stained with CD34, CD43, CD184 and CD73 antibodies. 15 µM of Nodinitib-1 (Cayman Chemicals), or equivalent volume of DMSO control was added at the specified days.

### CD34 isolation

CD34^+^ cells from day 8 of culture (Fig. 8a–c) were isolated with CD34 Magnetic Microbeads (Miltenyi Biotec) according to their manufacturing protocol. Briefly, EBs were dissociated using Accutase (Life Techonologies) at 37 °C for 30’. Cells were centrifuged and resuspended in PBS + 0.5% BSA + 2 mM EDTA in presence of Fcr blocker and magnetic anti-CD34 and incubated at 4 °C for 30’. CD34^+^ cells were isolated using MS column with the aid of a magnet. After centrifugation, cells were resuspended in SFD media, counted, and 20 K were plated per sample on OP9.

### OP9 coculture and flow cytometry

OP9 cells were cultured in α-MEM, sodium bicarbonate (Gibco) and 20% serum (Gibco). They were passaged with Trypsin every 3-4 days. The day preceding the co-culture, 45,000 OP9 cells were plated in each 12 well plates’ well in SFD media. The day of the co-culture, 20,000 CD34^+^ cells were plated in each well and culture in SFD media supplemented with 5 ng/ml bFGF, 15 ng/ml VEGF, 30 ng/ml IL3, 10 ng/ml IL6, 5 ng/ml IL11, 50 ng/ml SCF, 2 U/ml EPO, 30 ng/ml TPO, 10 ng/ml FLT3L and 25 ng/ml IGF1. Cytokines were replenished once during one week of coculture. After 7 days of co-culture, human hematopoietic suspension cells were collected by gently flashing the coculture and aspirating the whole media and counted. For flow cytometry, adherent cells were detached using Accutase and added to the suspension cells, after which they were centrifuged and resuspended in PBS + 0.5% BSA + 2 mM EDTA and stained with antibodies for 30’ at room temperature gently shaking using CD34-PE (1:200, 4H11, Invitrogen) and CD43-APC (1:100, eBio84-301, Invitrogen); DAPI was used for live-dead gating. Flow cytometry data were collected using DIVA software (BD) and analyzed using FlowJo 10.8.1 software (BD).

### Single Cell RNAseq analysis

Gene expression of target genes was analyzed in human iPSCs derived cells^54^, and in human AGM collected in vivo from Carnegie stage CS12-14^31^, or CS14-15^32^. For the human iPSCs derived datasets, gene expression values were obtained using the web portals at https://lab.antonellafidanza.com/ and https://singlecell.mcdb.ucla.edu/Human-HSC-Ontogeny/. For the in vivo CS12-14 dataset, data were analyzed using Seurat R package^87^.

### Generation of human definitive hemogenic endothelium from iPSCs

For RUNX1 intracellular staining cells were harvested, fixed in PBS 1.6% PFA for 10 minutes at RT under gentle agitation and washed with PBS. Cells were then and permeabilized, washed and stained with Intracellular Staining Permeabilization Wash Buffer (Biologend). Briefly, cells were stained for 30 min with 0.5 µg/ml Rabbit anti-RUNX1 (Cell Signaling Technologies) or Rabbit Isotype control. After 2 washes, cells were stained with 1:1000 Goat anti-Rabbit AF647 (Invitrogen) for 30 min at RT. Cells were resuspended in PBS-0.5% BSA (Sigma) after 2 washes. Negative controls were obtained using known RUNX1 negative samples or by staining cells with isotype control antibodies or no antibody. Antigens and secondary antibody used in this study are described in Table S4.

Extracellular staining of membrane markers was performed in PBS-0.5% BSA (Sigma) and 0.05% sodium azide (Sigma) for 30 minutes at 4 C. Cells were analyzed using CytoFLEX S (Beckman Coulter, Pasadena, CA, USA). Data were analyzed using FlowJo software (Tree Star, OR, USA).

### Statistical analyses

Two to three independent experiments were performed per experiment type to ensure scientific rigor and reproducibility. Graphpad Prism 5 or Graphpad Prism 9 were utilized to perform statistical analysis and represent data. Data were analyzed by unpaired two-tailed T-test and confidence intervals at 95%, or ordinary one-way ANOVA with Tukey’s post-test and confidence intervals at 95% in Graphpad Prism 5. One-Way ANOVA with Dunnett’s multiple comparisons test with confidence intervals at 95%, or two-way ANOVA with Dunnett’s multiple comparisons test with confidence intervals at 95% were performed in Fig. 8 in Graphpad Prism 10. In all figures, middle black bars denote the mean and error bars represent S.E.M. ns=not significant. ND=not detected.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information file

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

For human iPSCs derived dataset, gene expression values were obtained from the website (https://singlecell.mcdb.ucla.edu/Human-HSC-Ontogeny/) in supplementary figure 1, or from the web portal at (https://lab.antonellafidanza.com/) in supplementary figure 8. The raw RNA-seq data generated in this study has been deposited in the NCBI GEO database with accession number GSE224708. All data generated in this study is available in Article and Supplementary Information. Source data are provided with this paper.

# Supplementary material for: Nod1-dependent NF-kB activation initiates hematopoietic stem cell specification in response to small Rho GTPases
**Source:** Nat Commun. 2023 Nov 23;14:7668. doi: 10.1038/s41467-023-43349-1
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☒	☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	Flow cytometry data were collected using FACSCorus 2.0, version 1.1.20.0 (BD).<br>Confocal images were acquired with Zen Black, version 14.0.27.201.<br>Microscopic fluorescent images were acquired with Leica Application Suite X, version 3.7.0.20979.<br>Bright-field images were acquired with Leica Application Suite X, version 3.7.0.20979.<br>Quantitative PCR data were collected using Bio-Rad CFX Maestro 2.0, version 5.0.021.0616
Data analysis	Microscopic images were processed with ImageJ 1.53f51.<br>Flow cytometric data were analyzed using FlowJo 10.3 or 10.8.1 software.<br>Graphpad Prism 5, 9, or 10 were utilized to perform statistical analysis and represent data.<br>All figures were assembled in CorelDraw Graphics Suite X6 and 2020.<br>Protein alignments were calculated using EM BL-EBI T-coffee (https://www.ebi.ac.uk/Tools/msa/clustalo/)<br>RNA-seq data: For differential expression analysis, we used Salmon v1.9.0 (PMID: 28263959) to align trimmed reads to the GRCz11 (RefSeq assembly GCF_000002035.6) RNA sequences, annotation release 106. Then, we used DESeq v1.40.1 to detect differential expression.<br>R package v3.17.0 was used to compute differentially expressed genes. For GO enrichment, we used the Coriell convenience functions to detect if significantly down-regulated genes (adjusted p-value <0.05) were overrepresented in any biological process using Fisher's exact test with false discovery rate (FDR) controlled at <0.05 by the Benjamini-Hochberg method. For the biological processes of "immune system process", "embryonic hemopoiesis", "erythrocyte differentiation", and "myeloid differentiation", we identified genes annotated to these processes, using the R package v3.17.0, which also had adjusted p-values <0.05 and decreased in expression by at least one half (log ₂ -fold change below -1). Complex Heatmap was used to plot the log ₂ expression of these selected genes.<br>For the human iPSCs derived dataset, gene expression values were obtained using the web portal at https://lab.antonellafidanza.com/ , the website https://singlecell.mcdb.ucla.edu/Human-HSC-Ontogeny/ , or NCBI's Gene Expression Omnibus (GEO) database (Zeng et al., 2019)

under accession number GSE136202 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE136202]. For the in vivo dataset, data were analyzed using Seurat R package (Stuart et al., 2019) and Flowio software (Tree Star, OR, USA)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The raw RNA-seq data generated in this study have been deposited in the NCBI GEO database with accession number GSE224708 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE224708]. All data generated in this study are available in Article and Supplementary Information. Source data are provided with this paper.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender N/A

Reporting on race, ethnicity, or other socially relevant groupings N/A

Population characteristics N/A

Recruitment N/A

Ethics oversight N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size Based on our previous observations and preliminary data, 10-15 animals per group for WISH and qPCR experiments, and 4-10 animals for confocal live imaging are sufficient for 95% statistical power.

Data exclusions Whole-mount in situ hybridization for runxl and cmyb in zebrafish embryos to address cell count were only excluded in those individuals whose staining failed.

Replication Each experiment was performed at least three independent times to ensure reproducibility. Alternatively, at least two different methods or assays were used to confirm a particular result. For example, to confirm the loss of hematopoietic stem cells in loss of function experiments, two or more strategies were used for each particular gene, including one or two gene specific morpholinos, null mutant, CRISPR, and chemical inhibition. Hematopoietic stem cell numbers were assessed when possible, by two different methodologies, including in situ hybridization for runxl or cmyb, and live confocal analysis of kdrl:mCherry; cd41:eGFP double transgenic embryos. For RNA-seq, three independent biological replicates were collected and analyzed.

Randomization Zebrafish offsprings were pooled randomly into control and experimental groups for injection-based experiments. In those experiments involving mutant zebrafish, randomization was not possible, but single-blind experimental analysis was ensured with methods described below.

Blinding Experimental analysis were performed blinded for zebrafish genetic experiments. In some cases, the embryos were genotyped after the experimental procedure was performed. In other cases, control and experimental conditions were labeled with numbers by other lab mates

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	Antigen	Clone name	Fluorophore	Manufacturer	Catalog number	Lot number	Dilution
	CD34	4H11	PE	Thermo Fisher	12034942	N/A	1:200
	CD43	eBio84-3C1	APC	ebioscience	17043942	N/A	1:100
	CD43	MEM-59	FITC	Biolegend	315204	B293675	1:100
	CD34	4H11	FE-Cy7	Invitrogen	25-0349-42	2011157	1:100
	CD73	AD2	PE	BD	550257	5020998	1:25
	CD184	12G5	APC	BD	555976	6154735	1:100
	RUNX1	D33G6	N/A	CST	4336	5	1:500
	Rabbit IgG	DA1E	N/A	CST	3900	49	1:2500
	Secondary Ab	Clone name	Fluorophore	Manufacturer	Catalog number	Lot number	Dilution
	Anti-Digoxigenin-AP	N/A	N/A	Roche	11093274910	57696520	1:5000
	Streptavidin	N/A	Alexa 647	Thermo Fisher	S21374	2145944	1:500
	Goat anti Rabbit	N/A	AF647	Invitrogen	A21245	1863958	1:1000

Validation The antibodies were validated as indicated in the main manuscript/supplementary information.

Eukaryotic cell lines

Policy information about [cell lines](#) and [Sex and Gender in Research](#)

Cell line source(s)	Human induced pluripotent stem cell (hiPSC) line —SFCi55— was produced by Roslin Cells (Edinburgh), by reprogramming fibroblasts derived from skin cells of a female individual with O Rhesus negative blood type (R Biomedical LTD, Edinburgh UK under REC 1/AL/0020 ethical approval).
Authentication	N/A
Mycoplasma contamination	Cell lines were routinely tested for mycoplasma by PCR
Commonly misidentified lines<br>(See ICLAC register)	N/A

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	nod1 mutant zebrafish (Danio rerio) strain (sa17969) was obtained from the Zebrafish International Resource Center (ZIRC). ripk2z40 zebrafish mutants were kindly donated by Michael Jurynech36. Other zebrafish lines used in this study were: wt AB* (ZIRC), Tg(cmyb:eGFP)zf169 17, Tg(kdrl:HsHRAS-mCherry)s896 12(referred to as kdrl:mCherry throughout the manuscript), Tg(-6.0itga2b:eGFP)la2 29 (referred to as cd41:eGFP throughout manuscript), Tg(NF-kB:eGFP)nc1 30, Tg(Rag2:eGFP)zdf8 71, Tg(kdrl:Gal4) sd14 72, Tg(ycry:eGFP, 14xUAS:ikkbCA-P2A-mRFP)is501 referred to as Tg(UAS:ikkbCA) throughout manuscript (generated in this work), fli1btpl50Gt 44, referred as Tg(fli1b:Gal4) throughout the manuscript, and various intercrosses of these lines were utilized. Above zebrafish embryos and adults were mated between 3-15 months of age, staged, raised, and processed as described (Westerfield, 2000) in a circulating aquarium system at 28°C. All offspring ages are noted in each figure.

Wild animals	N/A
Reporting on sex	All experiments in this study were conducted on zebrafish animals at the embryo or larvae stages. At these stages, sex cannot be determined, since in this specie, sex is not determined genetically.
Field-collected samples	N/A
Ethics oversight	The zebrafish research in this study was performed according to the Guidelines for Ethical Conduct in the Care and Use of Animals. All experiments in zebrafish were performed according to Iowa State University Animal Care and Use Committee IACUC-20-025 and IACUC-20-024 approved protocols, and in compliance with ARRIVE guidelines, and the American Veterinary Medical Association (2020) and NIH guidelines for the humane use of animals in research.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Plants

Seed stocks	N/A
Novel plant genotypes	N/A
Authentication	N/A

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation	For qPCR or RNA seq, Tg(kdrl:mCherry) zebrafish embryos were dissociated as followed (Barakat, Campbell, Espin-Palazon, Zebrafish 2022): 1. Remove embryos from their chorion. 2. Transfer up to 50 zebrafish embryos to 1.5 ml tube. Wait 5-10 seconds until embryos deposit to the bottom by gravity. 3. Remove E2 embryo media. Avoid touching or damaging the embryos. 4. Add 500 µl per tube of PBS with Ca2+ Mg2+. Wait 5-10 seconds until embryos deposit to the bottom. 5. Remove PBS with Ca2+ Mg2+. 6. Add 500 µl per tube of Liberase TM (Roche, cat. no. 05401119001) at working solution (50 µg/ml in PBS with Ca2+ Mg2+). 7. Gently perform an initial mechanical dissociation with a P1000 pipette set up to 400 µl (to avoid the introduction of bubbles) by gently pipetting up and down 5-10 times. 8. Incubate the tubes in a rotator at 28.5°C 5 min for 22 hours post-fertilization (hpf) embryos. 9. Pipette the embryos gently up and down with a P1000 set up to 400 µl until the solution is homogeneous. 10. Transfer the solution to a 1ml syringe attached to a 20 gauge needle (Fisher Scientific; 148265C) containing a 30 µm nylon mesh (Fisher Scientific; NC9084441) between the syringe and the needle. Gentle push the plunger to filter the solution. Deposit the filtered solution into a flow cytometry tube. 11. Fill up the flow cytometry tube with 3 ml of cold PBS without Ca2+ Mg2+ (or cold FACS buffer, see below, for FACS applications). 12. Centrifuge the tubes at 300 rcf for 7 minutes at 4°C. 13. Discard the supernatant by gently removing the liquid with a P1000 pipette. Keep the cells on ice from this point. Leave 150-200 µl of the solution at the bottom of the tube containing the cells. Discarding the supernatant by other methods such as decanting will considerably reduce the number of cells collected. 14. Resuspend the cells by gently pipetting the cells with a P1000. Avoid the introduction of air.
Instrument	BD FACS Melody Cell Sorter
Software	BD FACS Chorus 2.0 Version 1.1.20.0
Cell population abundance	kdrl+ cells represented 2-5% from parent. A minimum of 200,000 cells per sample were analyzed.

Gating strategy

All gating strategies are provided in the Supplementary information - supplementary figure 9.

For Tg(kdrl:mCherry) zebrafish embryos. Gates were set to unstained cells with no primary antibody present.

1. Gate your cell population using FSC-A and SSC-A

2. Eliminate doublets:

a. Y axis: FSC-W. X axis: FSC-A. Gate all the events that are grouped together. Double click inside of the gate.

b. Y axis: SSC-W. X axis: SSC-A. Gate all the events that are grouped together. Double click inside of the gate.

3. Eliminate dead cells using SytoxRed: Y axis: SSC-A. X axis: Comp APC-A. Gate all the events that are grouped together.

4. Assess fluorescence by using the mCherry (red) channel.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

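RNA of kdrl-positive endothelial cells sorted from zebrafish embryos was compared between 3 libraries of Nod1 MO2 and 3 libraries of Std MO, the only 2 groups used here. Samples were assigned to groups and replicate numbers from their labels, and all columns of per-sample values matched a label. The authors demultiplexed reads with bcl2fastq 2.20, trimmed them with AdapterRemoval 2.3.3 and Flexbar 3.5.0, and quantified them with Salmon 1.9.0 on GRCz11 transcripts with a correction for GC content, as the paper's methods and the submitters' processing notes say. The deposited estimated counts per gene are Salmon's and are fractional in part. The deposited TPM are Salmon's values for each sample. The deposited normalized counts (a signal on the scale of counts) are the authors' counts divided by factors that differ between the genes of 1 sample. The authors' log2 fold changes, test score, p-values and adjusted p-values come from DESeq2 1.40.1. The deposited table already holds only genes with at least 10 counts summed over the 6 samples, 21148 in all.

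Estimated counts were rounded to whole numbers. Genes were tested with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest with the default settings of that version, TMM scaling, morpholino as the only term, Benjamini-Hochberg adjustment, calls at an adjusted p of 0.05). CPM are counts over the TMM-scaled library total, and log2 fold changes are Nod1 MO2 over Std MO. Before the data were examined, 27 gene lists were fixed; 26 had members in the table and were tested with camera (preset correlation between genes 0.01) and again with a correlation estimated from the data. Of 702 listed symbols, 634 matched by symbol, 12 by a synonym and 2 by gene ID, and 54 did not match; the list of mitochondrial genome transcripts had no member. Of 16 lists that passed camera with the preset correlation, 3 held with an estimated correlation: erythroid genes, p53 targets and G2/M genes.

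By rule, genes named were drawn from those the paper names for this experiment or labels in Fig. 5e–h. Added to these were the 12 largest rises and 12 largest falls among called genes with a mean of at least 10 CPM, separated groups and an assigned name. For each list, the 4 members with the smallest p and every member of a count of 5 or fewer also qualified. Not every gene that qualified is given with its values: rac1b, rhoaa and nod2, and members with a small p in some lists, such as tal1, are left out. Outside this rule, blvrb, tmod4, hbbe3, lect2l, ptprc, spi1b, casp8, mdm2, sesn3, tp53inp1 and zgc:136826 were named after their values were seen.

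Counts were simulated with 100 genes changed by 1 log2 unit and 100 by 2 log2 units among 20378 genes. The edgeR test recovered 11 and 59 of them with 2 false calls among 72. Most changes of 1 log2 unit were missed in this simulation, which had the depth and number of samples of the real libraries. It changed fewer genes than the real test called, which makes the adjusted p stricter. Apart from the changed genes it used 1 mean profile for both groups, without the loss of globins. Its recovery therefore need not hold for the real data. DESeq2 recovered 27 and 73 with 23 false calls among 123, and limma-voom 11 and 54 with 5 among 70. The earlier form of edgeR's test recovered 15 and 62 with 9 among 86, and the replicate block 0 and 45 with 1 among 46. Simulated libraries were drawn independently, with a spread estimated without the block, so same-numbered ones shared no deviation. Real same-numbered libraries deviated together, so the simulation does not measure what the block gains or misses in the real data.

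Library totals ran from 10225309 to 17478983 counts, and from 18527 to 19948 genes had a count in a library. No 2 libraries of a group were duplicates: chi-square per degree of freedom between libraries of 1 group was 12.1 to 66.5. Replicate numbers are shared by the groups. Over 8990 genes of at least 10 CPM, deviations from the group means correlated between same-numbered libraries at 0.222, 0.686 and 0.520 for replicates 1, 2 and 3, each over 0.1. In the replicate block the numbers were therefore taken as pairs, on the data alone, since no source names what a number stands for. The main test had no block, so its p-values leave out any such pairing. Nod1 MO2 replicate 1 correlated more with Std MO replicate 3 (0.494) than with its own number. Nod1 MO2 replicate 3 with Std MO replicate 1 also passed 0.1 (0.137). Deviations of the 3 libraries of a group sum to 0, so the shared departure of replicate 2 alone can make the other libraries correlate. These correlations therefore do not show that replicates 1 and 3 are pairs, and counts with the replicate block rest on that assumption.

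Alternatives set beforehand were filterByExpr, DESeq2 size factors, library totals, DESeq2 1.42.0, the earlier form of edgeR's test, limma-voom (limma 3.58.1), each library left out, the replicate block, other thresholds, fry and, for sample correlations, a log2 scale, ranks and fewer genes. Added after seeing the data were the authors' factors as offsets, globins left out, both replicate 2 libraries left out, the authors' p-values, labelled genes left out of lists, and the trend over effective transcript length (estimated count over TPM) removed. A correction for GC content was not made because no transcript sequences were at hand. The main test used rounded counts with TMM and no factor per gene. The paper reports possible GC bias in its controls, so any part of it in the differences between groups was not measured here. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9.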

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

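The tests of the p53 targets and of the red blood cell genes in this part were chosen only after those results were seen, and so was the removal of the transcript length trend.

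Of 22 p53 targets, 10 were higher in ECs of Nod1 morphants and 12 did not pass edgeR's test (15 higher when adjusted over the list alone; camera, adjusted p = 3.58e-30, and adjusted p = 0.0174 with an estimated correlation). Besides phlda3, tp53, gadd45aa, cdkn1a, ccng1 and zgc:136826, which is listed as rps27l, they were sesn3 (2.09), casp8 (1.72), mdm2 (1.46) and tp53inp1 (1.10), which include an arrest gene of the cell cycle (cdkn1a) and the main inhibitor of p53 (mdm2). With the replicate block 14 of the 22 were higher. A shift of scale from the lost globin counts is argued against, since such a shift moves all genes alike and the median of the list lay 1.24 log2 units above that of all genes. Stress of dissociation and sorting stays open: the median of the immediate early and heat shock list lay 0.842 log2 units below that of the p53 list, yet that list also passed camera's test upward (adjusted p = 0.0032, and adjusted p = 0.413 with an estimated correlation). A response to the morpholino apart from loss of Nod1, which morpholinos may give through p53, cannot be told apart from loss of Nod1, because these libraries hold 1 nod1 reagent; a response to loss of Nod1 itself also stays open and was not tested.

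Of 35 NF-kB members and targets, 4 were higher and 31 did not pass. Of the 4, cxcl8a, bcl3 and ptgs2a are those the paper does not name. The paper reports lower NF-kB reporter signal in ECs of embryos given Nod1 MO1, which is another reagent and another measure. Of 21 interferon-stimulated genes, 3 were higher (isg15, b2m and irf9), mhc1uba was lower (-3.84) and 17 did not pass. Of 29 immediate early and heat shock genes, 3 were higher (egr4 at 1.52, hspb1 at 1.45 and hsp90aa1.2 at 1.34 on the log2 scale), 2 were lower (klf2a at -1.50 and klf2b at -1.59, which respond to blood flow) and 24 did not pass (9 higher and 2 lower when adjusted over the list alone; camera upward, adjusted p = 0.0032, and adjusted p = 0.413 with an estimated correlation). With the replicate block 14 of them were higher, without Nod1 MO2 replicate 1 it was 1 and without Std MO replicate 1 it was 0.

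Many embryonic globin, heme synthesis and erythroid genes were lower, though not by 1 common factor, while globins took 2.44% of counts in Nod1 MO2 libraries and 11.4% in Std MO libraries. A few genes taking most of the counts is argued against for heme and erythroid genes, since counts taken by globins shift all other genes alike, and with library totals the median of these 40 genes less that of all genes was -1.40 log2 units. Fewer erythroid cells in the sorted fraction as the whole cause cannot be told apart from lower expression per cell: by limma on the ratio to the mean of the globins of the same library, 3 of the 40 genes (cahz, fech and slc4a1a) fell further than the globins with the replicate block and 0 without it (smallest adjusted p 0.0722, for cahz), while 24 with the block and 13 without it, gata1a, nfe2 and prdx2 among them, fell less far. Besides these 2 forms of the test, 2 others were run, against the median of the globins by edgeR (6 of 49 genes fell further) and with the globins among the genes tested by limma (3 of 49), so the answer depends on the form. The sort on kdrl is meant to leave red blood cells out, and the paper states that staining for gata1a was similar in Nod1-deficient embryos and controls; the number of erythroid cells in these sorts was not measured.

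Libraries with the same replicate number deviated together, with a mean correlation of 0.476 across genes. A bias that the authors' factors remove is argued against, since the mean was 0.464 with those factors. The deviation of replicate 2 followed transcript length (Spearman correlation -0.723 across 8990 genes, which are not independent), short transcripts being higher, consistent with a length-related difference in how these libraries were made. As the whole cause this trend is argued against only narrowly: with it removed the mean correlation was 0.311, just over the bound of 0.3 used for this test, and the pairs were 0.174, 0.474 and 0.286. What the replicate numbers share, such as a clutch or a day, is not stated, and no biological explanation was tested.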

How the results depend on the processing

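Of the settings here, the authors' factors, the transcript length trend, globins left out, both replicate 2 libraries left out, the authors' p-values and labelled genes left out of lists were chosen only after the data were seen. Counts of lower and higher genes stayed within 1.5 times of 447 and 372 with filterByExpr (555 and 462), DESeq2 size factors (452 and 357), the earlier form of edgeR's test (390 and 315), limma-voom (384 and 283), the authors' factors (413 and 332) and globins left out (428 and 357). They moved to 282 and 803 with library totals, 876 and 777 with DESeq2, 1516 and 1407 with the replicate block, 1383 and 1225 with the replicate block and the authors' factors, 1038 and 953 with the transcript length trend removed, 1496 and 1397 with the replicate block and that trend removed, 836 and 740 with the authors' p-values over these genes, 132 and 95 at an adjusted p of 0.01 and 835 and 768 at 0.1. Without both replicate 2 libraries 672 were lower. Leaving out 1 library gave 119 to 361 lower and 90 to 301 higher genes, with fewer samples. Apart from these constructions the cause was not tested.

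Beyond 1 log2 unit, 403 lower and 331 higher genes became 240 and 610 with library totals, 691 and 690 with the replicate block, 685 and 641 with the block and the authors' factors, 663 and 660 with the block and the length trend removed, and 119 to 339 and 90 to 290 with 1 library left out. Higher genes beyond 1 were also 553 with DESeq2, 554 with the length trend removed and 547 with the authors' p-values. Lower genes among the top 100 ran from 44 (library totals) to 67. For nod1 the log2 fold change stayed below 0 and did not pass in any setting.

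Globins lower were 5 to 9, heme genes 5 to 10, myeloid genes 4 to 7 and higher NF-kB genes 1 to 4 with 1 library left out. Myeloid genes lower were 11 with DESeq2, the authors' p-values, the length trend removed and each fit with the replicate block. Higher NF-kB genes were 8 with the replicate block, alone, with the authors' factors or with the length trend removed, and with the last 2 of these 1 HSPC gene was lower. Without the genes labelled in Fig. 5e–h, 6 heme and 7 erythroid genes were lower. With an estimated correlation the adjusted p from camera was 0.0931 for globins, 0.0571 for heme synthesis, 0.0931 for myeloid genes and 0.0931 for NF-kB genes. For the Nod1 pathway, which did not pass, camera's direction changed with 1 library left out (adjusted p 0.681 to 0.970). Genes that did not pass also changed sign: kdrl ran from -0.02894 to 0.22, myb from -0.42 to 0.31 and spi1b from -0.26 to 0.02486 with 1 library left out, myb was 0.15 and spi1b 0.12 with library totals, and spi1b 0.0143 without both replicate 2 libraries.

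Mean r within Nod1 MO2 was 0.934 on the log2 scale and 0.955 by rank, within Std MO 0.924 on the log2 scale, and between groups 0.907 on the log2 scale, 0.931 by rank and 0.920 without the 20 most abundant genes. Of 10 splits of the 6 libraries into 3 and 3, the real one gave 447 lower and 372 higher genes (403 and 331 beyond 1 log2 unit), and the highest of the others 0; the share of splits as large, 1 of 10, cannot fall under 0.05 in so small a design. The correction for GC content, alone and with the block, was not run, and no filter at all removes nothing here because the deposited table is already filtered. Depth limits nod1, with 8 to 96 counts per library.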

Differences from the paper's values

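The paper's count of down-regulated genes at an adjusted p of 0.05 is 847, and edgeR called 447. Of the alternatives set before the data were examined, DESeq2 gave 876, within 1.5 times of the paper's count; filterByExpr (555), DESeq2 size factors (452), library totals (282), the earlier form of edgeR's test (390), limma-voom (384), the replicate block (1516) and each library left out (119 to 361) did not. The paper's count of up-regulated genes is 759, and edgeR called 372. Here DESeq2 (777) and library totals (803) came within 1.5 times; filterByExpr (462), DESeq2 size factors (357), the earlier form of edgeR's test (315), limma-voom (283), the replicate block (1407) and each library left out (90 to 301) did not. At an adjusted p of 0.1, which is not the paper's threshold, edgeR gave 835 and 768. The authors' deposited table holds 860 lower and 766 higher genes at an adjusted p under 0.05, of which 442 and 369 were also called by edgeR. Chosen after seeing the values, the authors' p-values adjusted over the genes tested gave 836 and 740, and the length trend removed gave 1038 and 953.

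The paper shows 49 genes in Fig. 5e–h as significantly lower by more than 1 log2 unit. By edgeR all 49 were below 0, 47 were below -1 and 37 passed; the 12 that did not are nfe2, grna, cebp1, a provisional gene model of the zmp series, stk10, prdx2, hck, abcb10, caspb, slc25a37, si:dkey-239j18.2 and si:dkeyp-110a12.4. With the replicate block all 49 passed, 47 of them below -1, with DESeq2 48 passed below -1 and in the authors' deposited table all 49 did.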

Other observations

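No explanation is tested in this part; genes in counts of 5 or fewer were named whatever their values. Several genes of the vessel wall were lower in ECs of Nod1 morphants, although kdrl was not. Of 26 pan-endothelial genes, the water channel gene aqp1a.1 (-1.49 on the log2 scale, standard error 0.19, adjusted p = 0.00115 from edgeR), cav1 (-1.73), the tight junction gene cldn5b (-1.34) and pecam1 (-1.04) were lower and 22 did not pass (5 lower when adjusted over the list alone; camera, adjusted p = 2.25e-05, and adjusted p = 0.18 with an estimated correlation). The replicate block gave 8 lower and 1 higher. Of 20 arterial genes, the Notch ligand gene dll4 (-0.88) and the connexin gene gja5a (-1.03) were lower (3 when adjusted over the list alone; camera, adjusted p = 0.227), and efnb2a had a log2 fold change of -0.42 (adjusted p = 0.499 from edgeR). Of 14 venous genes, stab1 was lower (-0.93; 2 when adjusted over the list alone; camera, adjusted p = 0.159), and of 14 genes of VEGF signalling, vegfc (-1.21; 1 when adjusted over the list alone; camera, adjusted p = 0.0237, and adjusted p = 0.275 with an estimated correlation). With the replicate block 4 venous and 3 VEGF genes were lower. With 1 library left out, dll4 was lost in each fit but that without Std MO replicate 2, gja5a and stab1 in all of them, and vegfc without Nod1 MO2 replicate 1, Nod1 MO2 replicate 3 or Std MO replicate 1.

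Genes of dividing cells were lower as a group. Of 27 G2/M genes, cenpf (-1.33), top2a (-0.93) and prc1b (-0.91) passed edgeR's test and 24 did not, but 13 were lower when adjusted over the list alone, 19 with the replicate block and 9 by DESeq2, and 26 of 27 lay below 0 (camera, adjusted p = 1.74e-09, and adjusted p = 0.0278 with an estimated correlation). Without Nod1 MO2 replicate 3 edgeR called 0 of them and without Nod1 MO2 replicate 1 or Std MO replicate 1 it called 1. Of 25 genes of DNA replication, dnmt1 (-1.02) and rpa1 (-0.99) were lower (2 when adjusted over the list alone; 7 with the replicate block; camera, adjusted p = 0.00095, and adjusted p = 0.397 with an estimated correlation); without Nod1 MO2 replicate 1 or 3 or Std MO replicate 1 edgeR called 0, and without Nod1 MO2 replicate 2 or Std MO replicate 3 it called 1.

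The paper measures Rho GTPases by qPCR in another experiment (Fig. 7a). In these libraries 1 of 17 was higher, rac3a (2.05, from 2.68 ± 0.877 to 11.6 ± 1.61 CPM, SD, n = 3; 1 when adjusted over the list alone; camera, adjusted p = 0.253), and with the replicate block 2 were higher and 2 lower. The log2 fold change was -0.24 for rac1a (adjusted p = 0.478 from edgeR) and -0.49 for cdc42 (adjusted p = 0.154 from edgeR, and 0.00410 with the replicate block, which calls it lower). Of 27 genes of ER stress, edgeR called 0 in either direction, with 5 lower and 1 higher at an unadjusted p under 0.05, 0 when adjusted over the list alone, and 2 lower and 1 higher by DESeq2 (camera downward, adjusted p = 0.0445, and adjusted p = 0.255 with an estimated correlation); with the replicate block 7 were lower and 1 higher.

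Markers of other cells that a sort could hold were mixed. Of 30 skeletal muscle genes 3 were lower (myhz1.1, myhz2 and tnni2a.4) and 1 higher (myog), with 8 lower and 5 higher when adjusted over the list alone (camera, adjusted p = 0.0879, and adjusted p = 0.566 with an estimated correlation; 0.0479 with the replicate block, where 8 were lower and 5 higher). Of 29 neural genes 2 were lower, fabp7a and zic2a (4 lower and 2 higher with the replicate block; 2 when adjusted over the list alone; camera, adjusted p = 0.437). Of 27 epidermal genes icn, icn2 and krtt1c19e were lower and anxa1a higher (7 and 2 with the replicate block; 4 and 1 when adjusted over the list alone; camera downward, adjusted p = 0.0027, and adjusted p = 0.516 with an estimated correlation). Of 24 yolk and liver genes apoa4b.1 was lower and apoc1 and apoeb higher (5 and 2 with the replicate block; 3 and 2 when adjusted over the list alone; camera, adjusted p = 0.159). Of 22 notochord and cartilage genes mgst1.2 was lower (2 with the replicate block; 2 when adjusted over the list alone; camera, adjusted p = 0.616), and of 21 pronephros and gut genes slc20a1a was lower and pax2a higher (3 and 1 with the replicate block; 4 and 1 when adjusted over the list alone; camera, adjusted p = 0.253). Of 17 heart muscle genes cmlc1 and nppb were higher (5 with the replicate block; 3 when adjusted over the list alone; camera, adjusted p = 0.00549, and adjusted p = 0.149 with an estimated correlation). Of 73 ribosomal protein genes edgeR called 0, with 4 lower at an unadjusted p under 0.05, 0 when adjusted over the list alone and 2 lower by DESeq2 (camera downward, adjusted p = 0.00361, and adjusted p = 0.702 with an estimated correlation); with the replicate block 19 were lower.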
